# *RNA-on-X 1* and *2* in *Drosophila melanogaster* fulfill separate functions in dosage compensation

**DOI:** 10.1371/journal.pgen.1007842

**Published:** 2018-12-10

**Authors:** Maria Kim, Marie-Line Faucillion, Jan Larsson

## Abstract

In *Drosophila melanogaster*, the male-specific lethal (MSL) complex plays a key role in dosage compensation by stimulating expression of male X-chromosome genes. It consists of MSL proteins and two long noncoding RNAs, *roX1* and *roX2*, that are required for spreading of the complex on the chromosome and are redundant in the sense that loss of either does not affect male viability. However, despite rapid evolution, both *roX* species are present in diverse Drosophilidae species, raising doubts about their full functional redundancy. Thus, we have investigated consequences of deleting *roX1* and/or *roX2* to probe their specific roles and redundancies in *D*. *melanogaster*. We have created a new mutant allele of *roX2* and show that *roX1* and *roX2* have partly separable functions in dosage compensation. In larvae, *roX1* is the most abundant variant and the only variant present in the MSL complex when the complex is transmitted (physically associated with the X-chromosome) in mitosis. Loss of *roX1* results in reduced expression of the genes on the X-chromosome, while loss of *roX2* leads to MSL-independent upregulation of genes with male-biased testis-specific transcription. In *roX1 roX2* mutant, gene expression is strongly reduced in a manner that is not related to proximity to high-affinity sites. Our results suggest that high tolerance of mis-expression of the X-chromosome has evolved. We propose that this may be a common property of sex-chromosomes, that dosage compensation is a stochastic process and its precision for each individual gene is regulated by the density of high-affinity sites in the locus.

## Author summary

In humans and fruit flies, females and males have different sets of sex chromosomes. This causes gene dosage differences that must be compensated for by adjusting the expression of most genes located on the X-chromosome. Long non-coding RNAs are central in this compensation and in fruit flies this is mediated by two non-coding RNAs, *roX1* and *roX2* which together with five proteins form the male-specific lethal complex. The complex recognizes and upregulates gene transcription on the male X-chromosome. While non-coding RNAs are are engaged in numerous biological processes and critical for compensation their precise functions remain elusive. To understand the function of long non-coding RNAs we analysed the expression of all genes in *roX1*, *roX2* and *roX1 roX2* mutants to explore the roles of long non-coding RNAs. These mutants have different impacts on the genome-wide expression. Our results also suggest that the X-chromosome is highly tolerant to mis-expression and we speculate that this tolerance evolved in parallel with compensation mechanisms and may be a common property of sex-chromosomes. We propose that dosage compensation is a stochastic process that depends on the distribution of specific binding sites which will be selected for and optimized depending on the genes’ individual expression levels.

## Introduction

In eukaryotic genomes several long non-coding RNAs (lncRNAs) are associated with chromatin and involved in gene expression regulation, but the mechanisms involved are largely unknown. In both mammals and fruit flies, they are required to specifically identify and mark X-chromosomes for dosage compensation, a mechanism that helps maintain balanced expression of the genome. The evolution of sex-chromosomes, for example the X and Y chromosome pairs found in mammals and flies, leads to between-gender differences in gene dosage. Although some genes located on the X-chromosome are expressed in a sex-specific mode, equal expression of most of the genes in males and females is required [1, 2]. Thus, gradual degeneration of the proto-Y chromosome causes an increasing requirement to equalize gene expression between a single X in males and two X-chromosomes in females. X-chromosome expression must also be balanced with expression of the two sets of autosomal chromosomes. Several fundamentally different mechanisms that solve the gene dosage problem and provide such balance have evolved [1–4]. In mammals, one of the pair of X-chromosomes in females is largely silenced through random X-chromosome inactivation, a mechanism that involves at least three lncRNAs [5, 6]. One, the long noncoding *Xist* RNA, plays a key role in marking one of the X-chromosomes and recruiting Polycomb repressive complex 2, thereby mediating its inactivation by histone H3 lysine 27 methylation [7].

In fruit flies, the gene dosage problem has been solved in an apparently opposite way, as X-chromosomal gene expression is increased by approximately a factor of two in males [2, 3]. This increase is mediated by a combination of general buffering effects that act on all monosomic regions [8–10] and the specific targeting and stimulation of the male X-chromosome by the male-specific lethal (MSL) complex. The MSL complex consists of at least five protein components (MSL1, MSL2, MSL3, MLE, and MOF) and two lncRNAs, *roX1* and *roX2* [3, 11, 12]. Although the mammalian and fly compensatory systems respectively inactivate and activate chromosomes in members of different sexes, both rely on lncRNA for correct targeting. Results of UV-mediated crosslinking analyses suggest that only one species of *roX* is present per MSL complex in *Drosophila* [13]. Furthermore, inclusion of a *roX* species is essential for maintaining correct targeting of the MSL complex to the X-chromosome [14]. Upregulation of the male X-chromosome is considered to be partly due to enrichment of histone 4 lysine 16 acetylation (H4K16ac), mediated by the acetyltransferase MOF. The increased expression of X-linked genes in male flies is generally accepted, but the mechanisms involved have not been elucidated. Proposed mechanisms, which are hotly debated [15–17], include increased transcriptional initiation [18, 19], increased elongation [20, 21] or an inverse dosage effect [22].

The *roX1* and *roX2* RNAs differ in sequence and size (3.7 kb versus 0.6 kb) but can still individually support assembly of a functional MSL complex. In an early study of *roX1* and *roX2*, a short homologous stretch was detected [23], which subsequently led to the definition of conserved regions shared by the two RNAs named roX-boxes, located in their 3’ ends [24–26]. Confirmatory genetic studies have shown that expression of six tandem repeats of a 72-bp stem loop region from *roX2* is sufficient for mediation of the MSL complex’s X-chromosome binding and initiation of H4-Lys16 acetylation in the absence of endogenous *roX* RNA [24].

The *roX* RNAs are not maternally deposited and transcription of *roX1* is initiated in both male and female embryos at the beginning of the blastoderm stage [27]. Females subsequently lose *roX1* expression and a few hours after *roX1* is first detected *roX2* appears, but only in males [28].

Despite differences in size, sequence and initial expression, the two *roX* RNAs are functionally redundant in the sense that mutations of either *roX1* or *roX2* alone do not affect male viability and they both co-localize with the MSL complex along the male X-chromosome [23, 27]. In contrast, double (*roX1 roX2*) mutations, which cause a systematic redistribution of the MSL complex, are lethal for most males [29–32]. It should be noted that in *roX1 roX2* mutant the reduction in MSL complex abundance on the male X-chromosome is dramatic; more pronounced than the reductions observed in *mle* or *mof* mutants [14]. Nevertheless, some *roX1 roX2* mutant males may survive, while *mle*, *msl1*, *msl2*, *msl3* or *mof* loss-of-function mutations are completely male-lethal [29–31]. Whether other RNA species can fulfill the role of *roX* RNAs in these instances or the MSL complex can function without RNA species remains to be clarified. Furthermore, the degree of lethality in *roX1 roX2* mutant is highly sensitive to several modifying factors, such as expression levels of MSL1 and MSL2 [33], expression of hairpin RNAs [34, 35], presence and parental source of the Y-chromosome [31], and a functional siRNA pathway [36]. The observations that *roX1 roX2* mutations are not completely lethal and there are several modifying factors suggest an additional layer of redundancy in the role of lncRNAs in chromosome-specific targeting.

To further our understanding of the role of lncRNAs (particularly specific roles and redundancies of *roX1* and *roX2*) in chromosome-specific regulation we here provide a comprehensive expression analysis of *roX1*, *roX2* and *roX1 roX2* mutants to explore the redundancy as well as the differences between the two lncRNA species. We show that *roX1* and *roX2* have partly separable functions in dosage compensation. In larvae, *roX1* is the most abundant variant and the only variant present in the MSL complex when the complex is transmitted (physically associated with the X-chromosome) in mitosis. Loss of *roX1* results in reduced expression of the genes on the X-chromosome, while loss of *roX2* leads to MSL-independent upregulation of genes with male-biased testis-specific transcription. In *roX1 roX2* mutant, gene expression is strongly reduced in a manner that is not related to proximity to high-affinity sites.

## Results

### Expression of *roX1* and *roX2* is differentially regulated throughout the cell cycle

Initial evidence on localization of *roX* RNAs originates from immunostaining experiments on polytene chromosomes. Indeed, both *roX1* and *roX2* are expressed in salivary gland cells and co-localize on polytene chromosomes close to perfectly (Fig 1A). Overall, the intensities of *roX1* and *roX2* RNA *in situ* hybridization signals correlate closely, and the localization patterns along the X-chromosome are nearly identical, except at cytological band 10C, where the *roX2* signal is notably stronger than the *roX1* signal. As cytological band 10C is the location of the *roX2* gene, this implies that *roX2* is favored in MSL complexes targeting the *roX2* region rather than *roX1*. At the onset of dosage compensation in the early male embryo, expression of *roX* is differentially regulated [27, 28]. A burst of *roX1* transcription in the blastoderm stage is the initial step preceding assembly of the MSL complex. This occurs independently of *roX2* expression, which does not begin until 2 h after the MSL complex is first detectable on the X-chromosome. In Schneider 2 cells, *roX2* is expressed more strongly than *roX1* and is detectable by FISH in 95% of them, while *roX1* signals, although bright, are visible only in a small fraction of the cells [37]. We therefore asked whether *roX1* and *roX2* are expressed in different Schneider 2 cells. Simultaneous detection of both *roX* RNAs showed that the rare cells that express *roX1* also express *roX2* (Fig 1B). Therefore, in contrast to salivary glands and embryos, only a small fraction of S2 cells express both *roX* RNAs and all those expressing *roX2* also express *roX1*.

**Fig 1:**
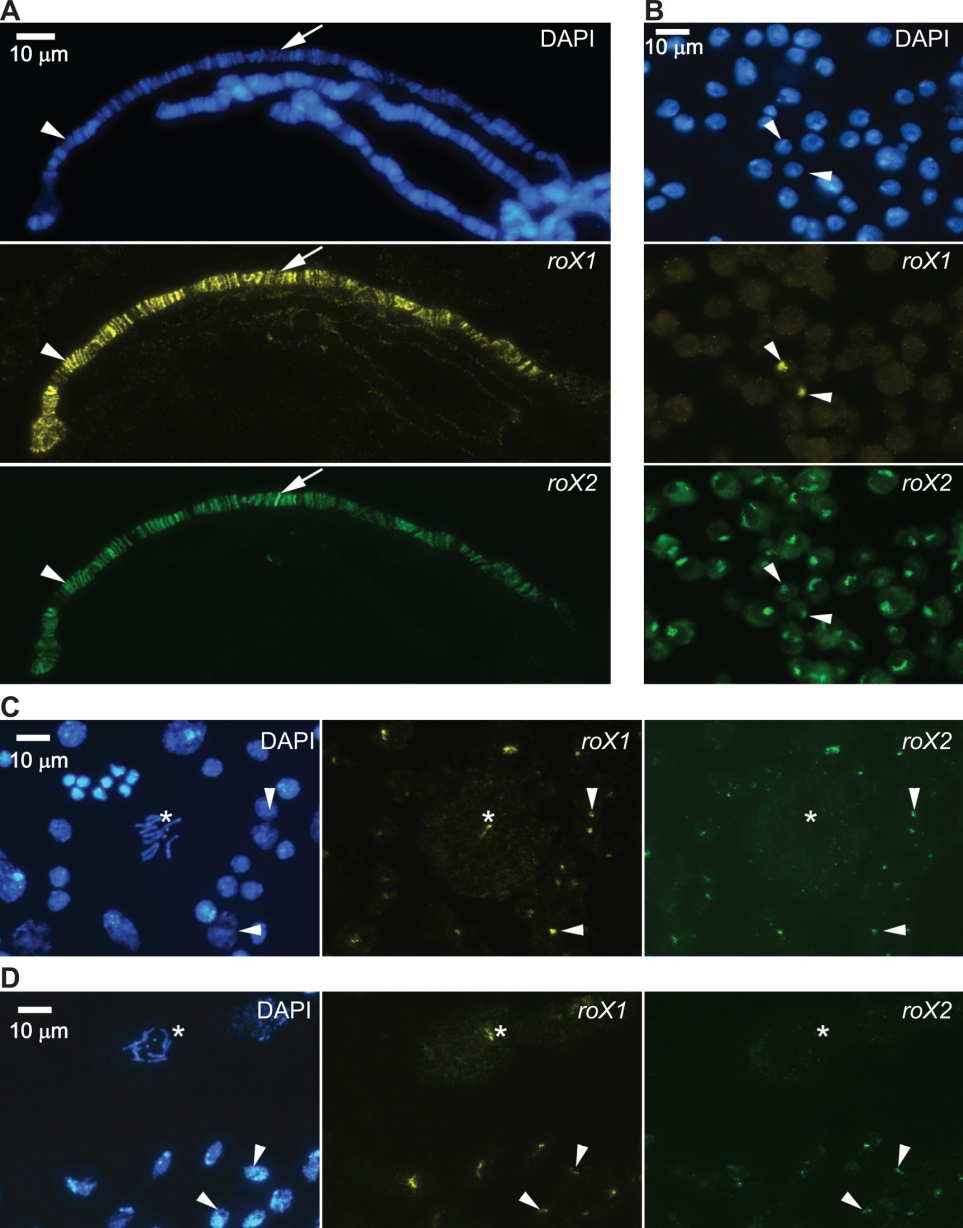
Targeting of *roX1* and *roX2* RNAs in indicated cell types. Results of RNA *in situ* hybridization with antisense probes against *roX1* (yellow) and *roX2* (green), with DAPI staining of DNA (blue). **(A)** *roX1* and *roX2* RNA target and colocalize on the X-chromosome in male 3^rd^ instar larvae salivary glands. The genomic loci of *roX1* (arrowhead) and *roX2* (arrow) are indicated. **(B)** *roX2* is the dominating *roX* species in S2 cells. The few cells with localized *roX1* domains (arrowheads) also show *roX2* targeting. **(C, D)** On metaphase chromosomes *roX1* but not *roX2* targets the distal part of the X-chromosome, in male 3^rd^ instar larvae neuroblasts **(C)** and in male 6 hour embryos **(D)**. Examples of interphase nuclei with colocalized *roX1* and *roX2* are indicated with arrowheads and the metaphase X-chromosome decorated by *roX1* is indicated by asterisks. More than 12 brain preparations and >9 embryos were examined. *roX1* was detected on the distal part of the X-chromosome in >70% of metaphase nuclei in both cases.

To investigate *roX* localization and targeting in cells undergoing mitosis we subjected neuroblasts of male larvae and 5–6 h embryos to RNA *in situ* hybridization analysis. While both *roX1* and *roX2* were clearly visualized in the “X-territory” in most interphase cells, only *roX1* signals were detected on the distal part of the metaphase X-chromosome (Fig 1C and 1D and S1A Fig). We also observed targeting of MLE to the distal part of the mitotic chromosome (S1A Fig), and such targeting by MSL2 and MSL3 has been previously shown [38, 39]. We conclude that expression and/or targeting of *roX* RNAs is differentially regulated depending on the cell type and cell cycle stage, and *roX1* RNA is the dominant *roX* RNA bound to the X-chromosome as part of MSL complexes during mitosis.

### Generation of new *roX2* mutant alleles

The *roX2* mutant allele *Df(1)52*, the most commonly used *roX2* loss-of-function allele, carries a deletion spanning a gene-dense region, including *roX2* [30]. Removal of this region is lethal, so it is compensated with a rescuing cosmid, frequently *P{w*^*+*^ *4Δ4*.*3}*. Nevertheless, *roX2* is not the only gene affected by the widely used combination *Df(1)52 P{w*^*+*^ *4Δ4*.*3}*, and genes carrying it differ considerably in genetic background from *roX1* and wild type flies. In a previous microarray analysis, potential background problems were solved by comparing *roX1 roX2* mutant flies with *roX2* flies as controls [40]. Here, to analyze differences in expression profiles of single (*roX1* and *roX2*) mutants and double (*roX1 roX2*) *roX* mutants we decided to create a deletion mutant of *roX2* without affecting adjacent genes. Such a mutant would permit analysis of single and double mutants using a *roX1*^*+*^ *roX2*^*+*^ strain as a control and facilitate various other genetic analyses. To create the desired mutant allele, we used the CRISPR-Cas9 technique to induce two double-strand breaks simultaneously in the *roX2* locus and recovered four *roX2* deletion mutant strains (Fig 2A and S2 Fig). All deletions in these mutants span the longest exon of *roX2*, including two conserved roX-boxes. As expected, all four mutant strains were viable and fertile. Further analysis was performed with the *roX2*^*9-4*^ allele, hereafter designated as the *roX2* mutant. This deletion does not uncover the intergenic regions flanking *roX2* and therefore it is less likely to affect the flanking genes *nod* and *CG11650*. 

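In the Ensembl annotation of release 6 of the genome (BDGP6.54), *roX2* (FBgn0019660) lies on the X chromosome from 11579065 to 11580432. Its neighbours there are *CG11695* (FBgn0030316, 11576883 to 11578806), which ends 258 bp before *roX2*, and *nod* (FBgn0002948, 11580772 to 11585750), which starts 339 bp after it. The gene *CG11650* is listed as *Lcp1* (FBgn0002531) on chromosome 2R, from 8430115 to 8431243. In the RNA-seq libraries of first instar male larvae, *nod* had 2.81 ± 0.367 CPM (TMM-normalized; SD, n = 3) in wildtype and 3.71 ± 0.624 CPM (SD, n = 3) in the *roX2* mutant, a log2 fold change of 0.40 (standard error 0.19, adjusted p = 0.487, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *CG11695* had 11.9 ± 1.65 CPM (SD, n = 3) in wildtype and 13.1 ± 0.607 CPM (SD, n = 3) in the *roX2* mutant, a log2 fold change of 0.13 (standard error 0.15, adjusted p = 0.822, the same test). In the *roX1 roX2* mutant the log2 fold change of *nod* was -0.12 (standard error 0.19, adjusted p = 0.735) and that of *CG11695* was -0.44 (standard error 0.15, adjusted p = 0.0920). X genes as a whole had a mean log2 ratio of -0.54 to the major autosome arms in this mutant. The fall of *CG11695* is thus not told apart from that of the chromosome. *Lcp1* was low, with 0.425 ± 0.587 CPM in wildtype and 0.0846 ± 0.0237 CPM in the *roX2* mutant (SD, n = 3 each, adjusted p = 0.491, the same test). Its largest count in a library was 89 in wildtype and 6 in the *roX2* mutant.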

The breakpoints are located almost precisely at the sites of double-strand breaks, deleting the region from 7 bp upstream of the annotated transcription start site to 60 bp upstream of the annotated gene end. RNA *in situ* hybridization confirmed the absence of *roX2* RNA in salivary glands (Fig 2B), while the *roX1* signal intensity and binding pattern were apparently unchanged in the *roX2* mutant. In larval brain of *roX1* mutants the *roX2* RNA was still observed in the X-territory of interphase cells, however it was not detected on the metaphase X-chromosome (S1B Fig). We recombined the newly made *roX2*^*9-4*^ allele with the *roX1*^*ex6*^ mutant allele [30] to obtain the *roX1*^*ex6*^ *roX2*^*9-4*^ double mutant flies, hereafter *roX1 roX2* mutant. As observed with other mutant alleles, removal of both *roX* RNAs resulted in high male-specific lethality beginning at the third instar larvae stage and continuing through pupal development, although a small number of adult males hatched.

**Fig 2:**
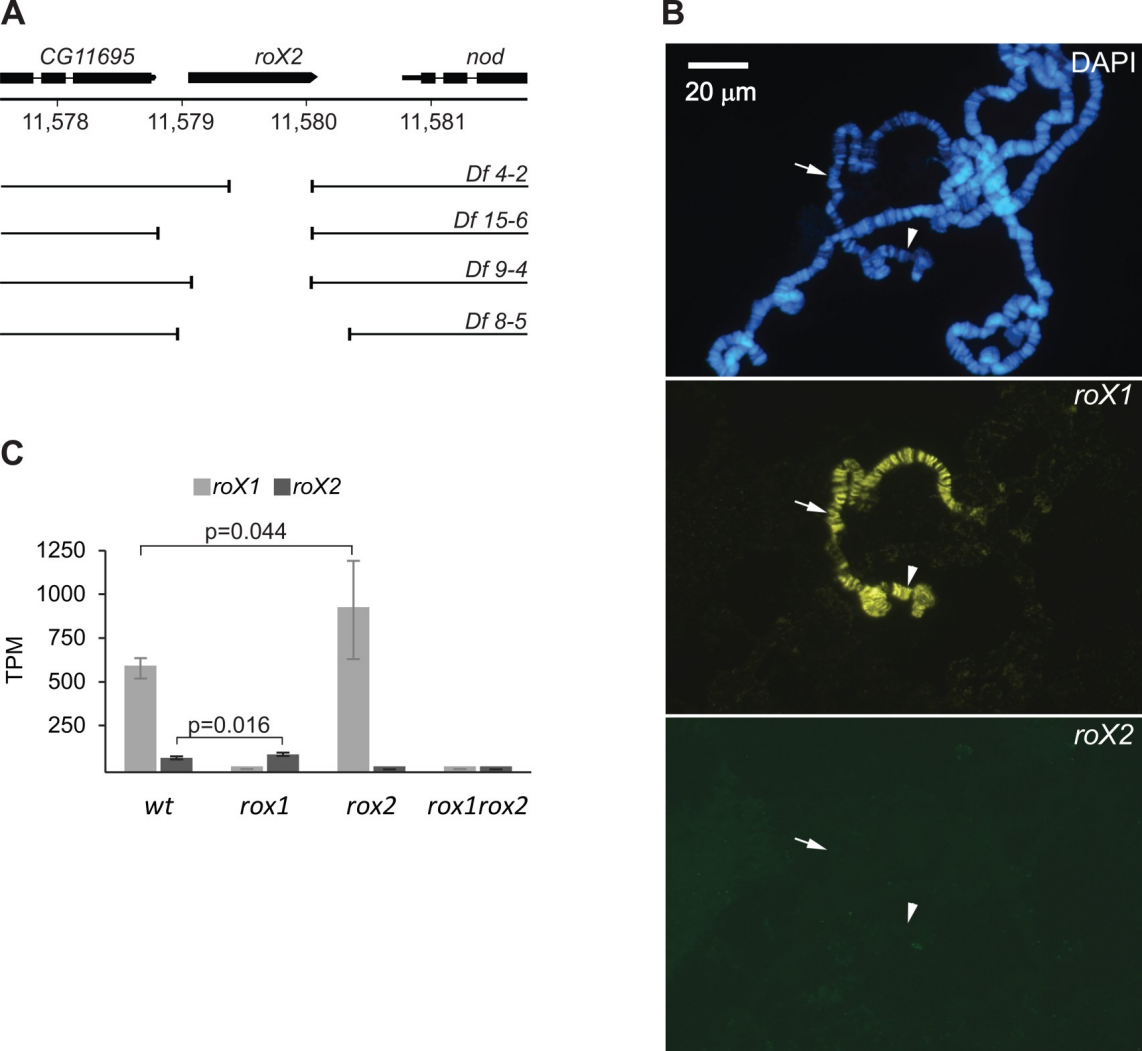
Novel deletion mutants of the *roX2* gene. **(A)** Map of *roX2* genomic locus and the extent of the novel CRISPR/Cas9 generated deletions. **(B)** Results of RNA *in situ* hybridization with antisense probes against *roX1* (yellow) and *roX2* (green) in salivary gland cells of the *roX2*^*9-4*^ strain. The genomic loci of *roX1* (arrowhead) and *roX2* (arrow) are indicated. **(C)** Average expression of *roX1* and *roX2* RNAs analyzed by high-throughput transcriptome sequencing. The X-axis shows transcripts per kilobase per million. Error bars indicate 95% confidence intervals. The number of biological replicates are n = 3 (wildtype), 3 (*roX1*), 4 (*roX2*) and 3 (*roX1 roX2*). Statistical significance was determined by Student’s t-test.

### Chromosome-specific effects in *roX* mutants

The next experiments were designed to investigate the specific roles (if any) of the *roX* RNA species in dosage compensation and assess potential additional functions in regulation of gene expression. For this, we sequenced (using an Illumina platform) polyadenylated RNA from wildtype, *roX1* mutant, *roX2* mutant and *roX1 roX2* mutant 1^st^ instar male larvae. This developmental stage was chosen to minimize indirect effects of dosage compensation failure in the *roX1 roX2* mutant, as *roX1*^*ex6*^ *roX2*^*9-4*^ 1^st^ instar larvae are healthier than those of later stages. 

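Each of the 13 libraries was made from 20 first instar male larvae: 3 libraries of wildtype (replicates 1, 3 and 4), 4 of the *roX1* mutant (replicates 1 to 4), 3 of the *roX2* mutant (replicates 2 to 4) and 3 of the *roX1 roX2* mutant (replicates 2 to 4). The authors mapped the paired-end reads to release 6 of the genome with STAR and counted them on genes with htseq-count, and they deposited these counts without normalization. Between 45620194 and 83954893 counts per library fell on genes, with a median of 67107244 in wildtype, 56106928 in the *roX1* mutant, 52906489 in the *roX2* mutant and 62784136 in the *roX1 roX2* mutant. The paper states a sequencing depth of 29.3 M to 56.2 M reads per sample, and the values given beside the results use the deposited counts. From 10.3% to 23.8% of the counts of a library were not assigned to a gene. Mitochondrial large ribosomal RNA took between 7.41% of the counts on genes in wildtype replicate 1 and 20.9% in *roX2* mutant replicate 2. All but 247 of the FlyBase gene identifiers in the counts were found in the annotation, which gave their symbols and positions (17229 genes). The 13975 genes with at least 20 counts summed over the libraries were analysed with edgeR, with TMM normalization and one quasi-likelihood fit of all 4 genotypes. The log2 fold changes of each mutant against wildtype were then centred on their mean over the 4 major autosome arms (2L, 2R, 3L and 3R), and these centred values are called expression ratios, as in the paper. Between replicates of one genotype, the chi-square per degree of freedom over genes with at least 100 counts was 43.7 to 759, so that replicates differed far beyond counting error. Over 10134 genes, the first principal component held 60.6% of the variance and did not follow genotype. Wildtype replicate 1, *roX1* mutant replicates 1 and 2 and *roX2* mutant replicate 4 lay on its high side and the other 9 libraries on its low side, a division that a component of major autosome genes alone also gave. On the latter, the high-side scores were 106 and 98.4 for the *roX1* mutant libraries, 47.6 for wildtype replicate 1 and 39.4 for *roX2* mutant replicate 4. For the *roX1* mutant, differences within the high side are therefore not free of the component. Several *Osi* and *Twdl* genes were among the genes with the highest loadings on the first principal component. The paper and the sample descriptions give no sequencing batch or date, and the values within each side of this component are given for the X chromosome, chromosome 4 and the sets of X genes by distance, binding, expression and testis bias where both sides hold libraries of the genotypes compared.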

The four genotypes compared are not isogenic, however, the outcrosses as described in Material and methods ensure that the entire autosomal complement is heterozygous in all genotypes and half of it will have identical origin. Still, we cannot fully exclude that remaining differences in genetic background could be a contributing factor to the observed changes in expression for some genes.

In wildtype larvae, *roX1* RNA was approximately ten times more abundant than in *roX2* mutant larvae (Fig 2C). Notably, we observed increases in abundance of both *roX* RNAs in response to absence of the other, but not establishment of wildtype *roX* levels, in the single mutants. More specifically, we recorded 89% reductions in *roX* RNA levels in the *roX1* mutant, while removal of *roX2* RNA (which normally constitutes only 7% of the total *roX* RNA complement) resulted in a 45% increase in *roX1* RNA abundance on average. Therefore, the single mutants differ considerably in levels of *roX* RNA. Moreover, although viability and fitness are not affected in either of the single mutants, the efficiency of dosage compensation is significantly compromised in the *roX1* mutant. 

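TPM values were computed for each library from the counts and the summed length of the annotated exons, 5468 bases for *roX1* (FBgn0019661, X chromosome, 3857230 to 3862697) and 1368 bases for *roX2*. In wildtype, *roX1* RNA was at 330 ± 26.8 TPM and *roX2* RNA at 28.5 ± 5.41 TPM (SD, n = 3), a ratio of 11.6 ± 2.99, and *roX2* made up 7.95% ± 1.68 (SD) of the total. In the *roX1* mutant, *roX2* RNA was at 39.0 ± 4.63 TPM (SD, n = 4), above wildtype in all 4 libraries (exact permutation test, two-sided p = 0.0571, the smallest that 4 libraries against 3 allow). The remaining *roX1* signal was 0.647 ± 0.320 TPM (SD, n = 4), and total *roX* RNA, at 39.6 ± 4.55 TPM, fell by 88.9% (SD over libraries 1.27) from 358 ± 25.8 TPM. In the *roX2* mutant, *roX1* RNA was at 498 ± 137 TPM (SD, n = 3), 51.1% above wildtype with an SD over libraries of 41.6. All 3 libraries lay above all wildtype libraries (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow), and without replicate 3, the highest, the increase was 28.8%. In the test across all genes, neither increase passed the threshold: the log2 fold change was 0.73 for *roX1* in the *roX2* mutant (standard error 0.45, adjusted p = 0.613) and 0.56 for *roX2* in the *roX1* mutant (standard error 0.34, adjusted p = 0.444). The *roX2* mutant libraries held 2 *roX2* counts at most and the *roX1 roX2* mutant libraries 3. Their *roX2* RNA was at 0.0191 ± 0.0183 CPM and 0.0184 ± 0.0236 CPM (TMM-normalized; SD, n = 3 each), against 22.5 ± 3.57 CPM in wildtype (SD, n = 3). CPM values, without the division by length, put the share of *roX2* in wildtype at 2.11%. They put the change of total *roX* RNA in the *roX1* mutant at -96.7%. No other alternative moved this share or this change as much.

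**Figure D1:**
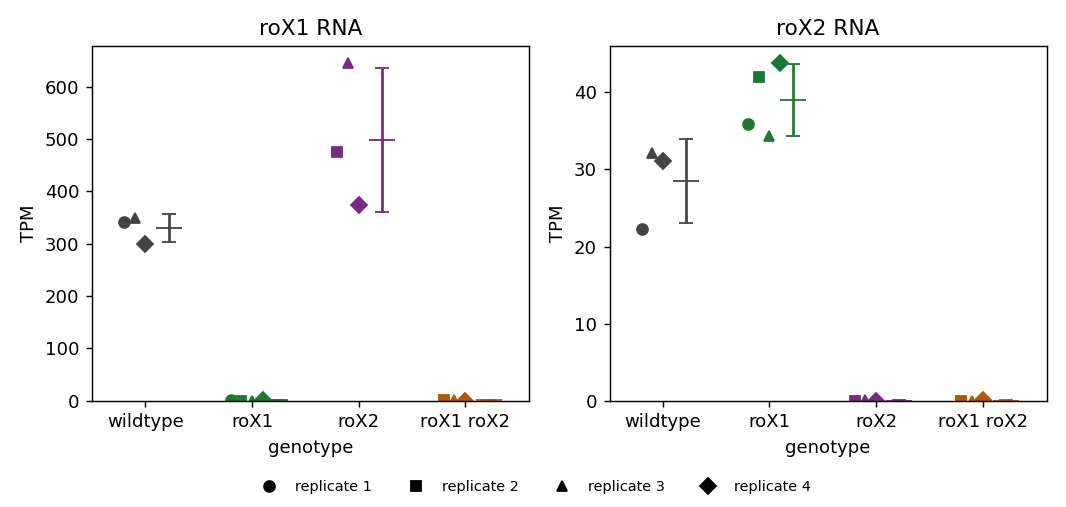
TPM of *roX1* RNA (left) and *roX2* RNA (right) in each library, by genotype, with the marker giving the replicate number and the bars the mean ± SD. The *roX2* mutant libraries lie between 374 and 645 TPM of *roX1* RNA and the wildtype libraries between 299 and 349.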

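Over the 2136 X-chromosome genes analysed, the mean expression ratio of the *roX1* mutant to wildtype was -0.12 (standard error over genes 0.02), so that the geometric mean of expression fell by 7.95% relative to the 11494 genes of the major autosome arms. The difference of the medians was -0.07, and 68.1% of X genes against 59.4% of autosomal genes had a ratio below 0. A permutation test on the rank sum over genes (100000 permutations, two-sided) gave p = 1e-05, the smallest they can give, or 3e-05 adjusted over the 6 comparisons of the X chromosome and chromosome 4 in the 3 mutants; genes are not independent replicates. When each library was taken alone (log2 CPM with a prior count of 2), the X chromosome lay at -0.09 ± 0.03 (SD, n = 4) in the *roX1* mutant against 0.00 ± 0.01 (SD, n = 3) in wildtype. All 4 libraries were below all wildtype libraries (exact permutation test, two-sided p = 0.0571, the smallest possible). Within the high side of the first principal component the difference was -0.09, with 2 libraries against 1, and within the low side it was -0.08, with 2 against 2. On the high side the *roX1* mutant libraries also lay farther out on the component than the wildtype library. With each library left out in turn, the mean expression ratio stayed between -0.15 and -0.10. Of the other alternatives set before the data were examined, taking the median over genes in place of the mean moved it most, to -0.07.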

The average log2 expression ratio of the X-chromosome in this mutant was -0.13, corresponding to an 8.6% reduction in average expression of X-chromosome genes relative to genes on the four major autosomes. In the *roX2* mutant, the average expression ratio for X-chromosome genes was lower than that of autosomal genes, but density distributions for X and autosomal expression ratios were very similar (Fig 3A and 3B and S3 Fig). A Mann-Whitney U-test confirmed that the two populations cannot be differentiated in terms of these expression parameters, so global X-chromosome transcription is not significantly affected in the *roX2* mutant. In conclusion, the *roX2* mutant shows no lack of compensation and has *roX* levels comparable or even higher than wildtype. Thus, it is not clear whether the total amount of *roX* or the type of *roX* is responsible for the observed reduction in average expression of X-chromosome genes in the *roX1* mutant. 

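In the *roX2* mutant the mean expression ratio of X genes was -0.05 (standard error over genes 0.02), and the difference of the medians of X and autosomal genes was -0.00. The rank sums of both sets of genes did not differ (permutation test over genes, two-sided p = 0.88, adjusted p = 0.96). Taken library by library, the X chromosome lay at 0.01 ± 0.01 (SD, n = 3), within the spread of wildtype (exact permutation test, two-sided p = 0.4, with 0.1 the smallest possible). The sign of the mean rested on replicate 3: without it the mean was 0.04, and as the mean of log2 CPM it was 0.01. Without replicate 2 the mean was -0.05 and the rank-sum p over genes was 0.0145. Within the high side of the first principal component the difference was 0.01 (1 library of each genotype) and within the low side also 0.01 (2 of each). Total *roX* RNA was at 498 ± 137 TPM (SD, n = 3) against 358 TPM in wildtype, a difference that the libraries do not resolve (exact permutation test, two-sided p = 0.2). From X and autosomal ratios that its test did not tell apart, the paper concludes that global transcription of the X chromosome is not significantly affected in this mutant, and from its increased *roX1* RNA it reasons that an excess of this RNA does not hyper-activate the chromosome.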

The results also implies that the observed increase in levels of *roX1* RNA in the *roX2* mutant (Fig 2C) does not lead to hyper-activation of the X-chromosome but is enough to maintain proper X-chromosome expression.

**Fig 3:**
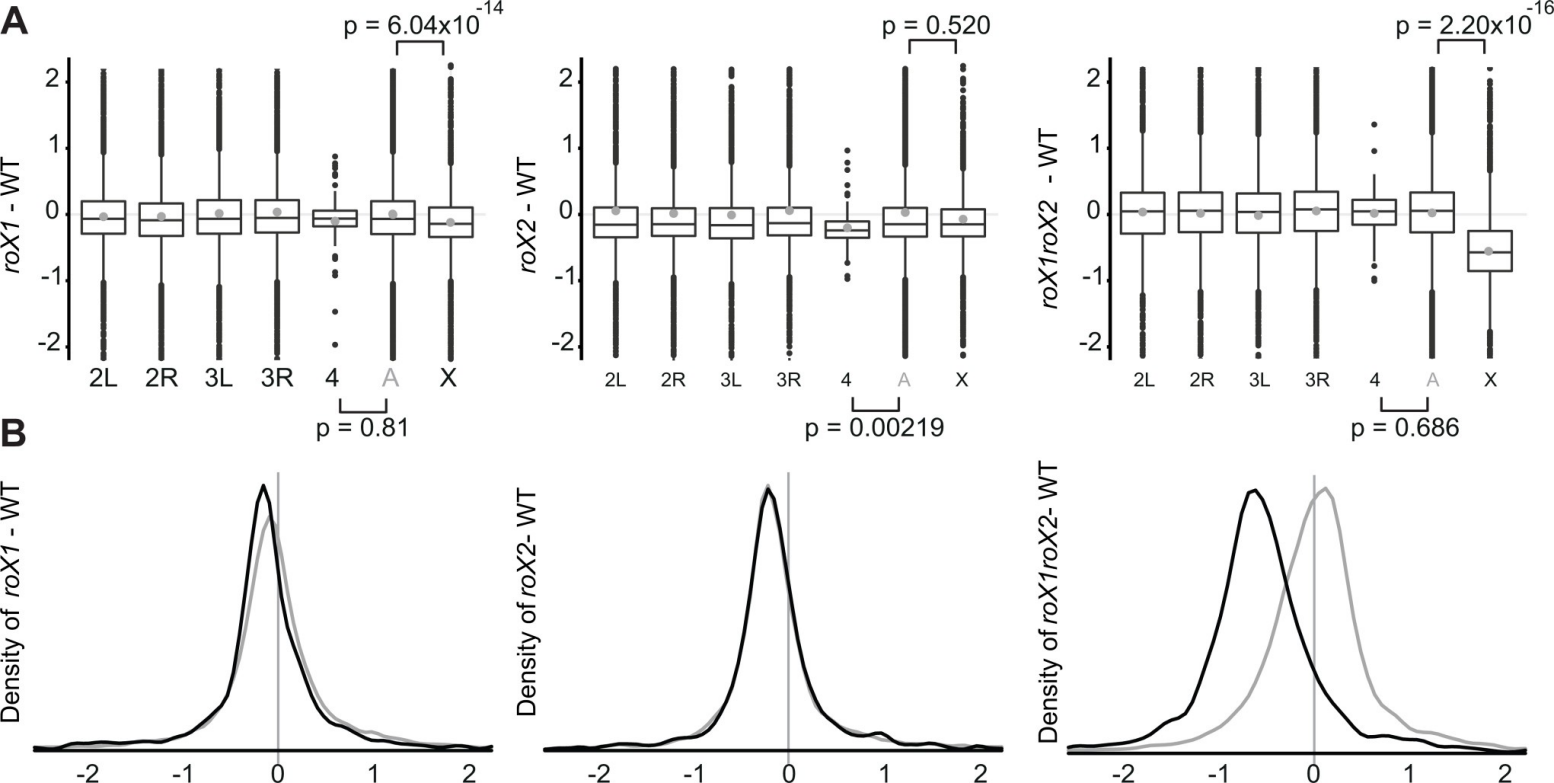
*roX* RNAs are required for proper transcription of genes on the 4^th^ and X-chromosomes. **(A)** Boxplots representing distributions of expression ratios for individual chromosome arms and chromosomes 2 and 3 combined (light grey A). The grey dots represent means of the samples. **(B)** Density plots of expression ratios for the X chromosome (black) and chromosomes 2 and 3 combined (grey). The vertical bar indicates the 0.

We and others have previously shown that in absence of *roX* RNAs, the MSL-complex become less abundant on the X-chromosome and relocated to heterochromatic regions including the 4^th^ chromosome [14, 30, 37, 40]. In fact, the fourth chromosome is related to the X-chromosome and evolutionary studies have shown that the 4^th^ chromosome was ancestrally an X-chromosome that reverted to an autosome [41, 42]. 

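Chromosome 4 holds 105 of the genes analysed. Their mean expression ratio was -0.16 in the *roX2* mutant (standard error over genes 0.03), -0.08 in the *roX1* mutant (standard error 0.04) and 0.08 in the *roX1 roX2* mutant (standard error 0.04). The permutation test on rank sums against the major autosome arms gave two-sided p = 0.025 for the *roX2* mutant, 0.96 for the *roX1* mutant and 0.71 for the *roX1 roX2* mutant, and adjusted over the 6 comparisons with those of the X chromosome these were 0.05, 0.96 and 0.96. Of the genes of chromosome 4, 79.0% lay below the autosomal mean in the *roX2* mutant, against 64.7% of autosomal genes. Between libraries, however, the spread was larger than the shift: chromosome 4 lay at -0.07 ± 0.09 (SD, n = 3) in the *roX2* mutant, -0.06 ± 0.15 (SD, n = 4) in the *roX1* mutant, 0.04 ± 0.01 (SD, n = 3) in the *roX1 roX2* mutant and 0.00 ± 0.09 (SD, n = 3) in wildtype. Exact permutation tests over libraries gave two-sided p = 0.4 for the *roX2* mutant, 0.629 for the *roX1* mutant and 0.7 for the *roX1 roX2* mutant. Without *roX2* mutant replicate 4, the only one of its genotype on the high side of the first principal component, the mean expression ratio was -0.04 (rank-sum p over genes = 0.966), and with each of the other libraries of the comparison left out in turn it lay between -0.30 and -0.03. The 4 libraries on the high side of the first principal component were the 4 with the lowest chromosome 4 values, -0.10 at most, while the other 9 libraries were at -0.03 or above. Within the low side the difference between the *roX2* mutant and wildtype was -0.07 (2 libraries of each) and within the high side -0.08 (1 of each). On the low side both *roX2* mutant libraries (-0.01 at most) lay below both wildtype libraries (0.02 at least), with SDs of 0.01 and 0.04, and an exact permutation test within the sides gave two-sided p = 0.167, the smallest they allow. For the *roX1* mutant these differences were 0.01 (2 of each) and -0.07 (2 libraries against 1). The *roX1 roX2* mutant libraries were all on the low side, within which the difference from wildtype was -0.01 (3 libraries against 2).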

Importantly, upon analysis of the 4^th^ chromosome we detected weak but significant downregulation of genes on the fourth chromosome as a specific consequence of *roX2* deletion (Fig 3A), but not the previously reported downregulation of the fourth chromosome in the *roX1 roX2* mutant flies [43].

As expected, strong downregulation of X-linked genes occurred in the *roX1 roX2* mutant (Fig 3C). However, it was more severe (a 33% reduction relative to wildtype levels) than previously reported in microarray studies [40], and following RNAi depletion of MSL proteins [9, 43–45]. The distribution plot shows that the vast majority of genes were downregulated in the *roX1 roX2* mutant and the entire distribution of X-chromosomal gene expression was shifted approximately -0.56 on log2 scale relative to the expression of genes on the four major autosomal arms.

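The mean expression ratio of X genes in the *roX1 roX2* mutant was -0.54 (standard error over genes 0.02), so that the geometric mean of expression fell by 31.0% relative to the major autosome arms. The medians of X and autosomal genes differed by -0.61, and 83.2% of X genes had a ratio below 0, against 42.1% of autosomal genes (permutation test on rank sums over genes, two-sided p = 1e-05, the smallest 100000 permutations can give, adjusted p = 3e-05). In single libraries the X chromosome lay at -0.51 ± 0.02 (SD, n = 3), below all wildtype libraries (exact permutation test, two-sided p = 0.1, the smallest possible). All 3 libraries were on the low side of the first principal component, within which the difference from wildtype was -0.51. With each library left out in turn, the mean expression ratio was between -0.56 and -0.52.

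**Figure D2:**
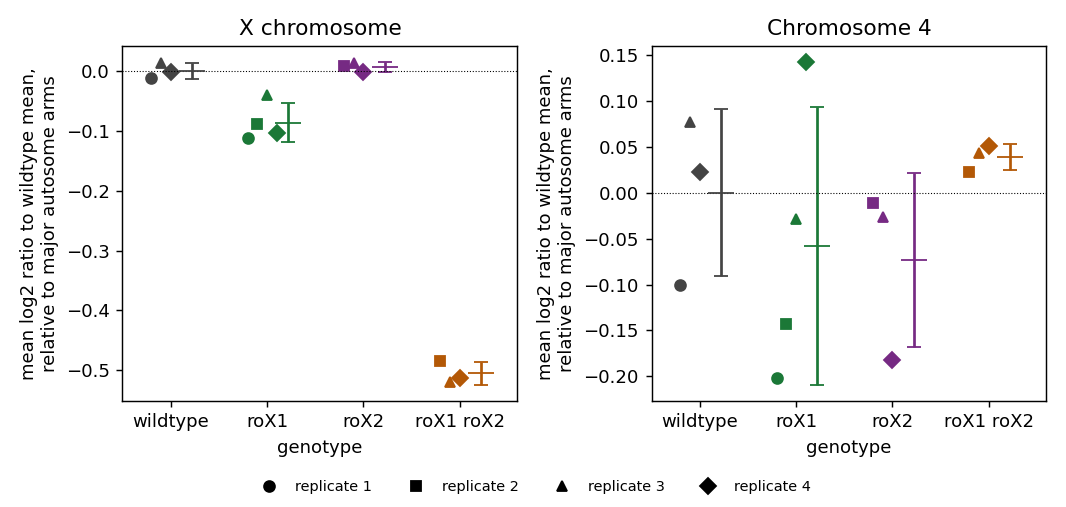
Mean log2 ratio to the wildtype mean of the genes of the X chromosome (left) and chromosome 4 (right), relative to the major autosome arms, in each library by genotype, with the marker giving the replicate number and the bars the mean ± SD. The *roX1 roX2* mutant libraries lie between -0.52 and -0.48 on the X chromosome, and the values of chromosome 4 overlap between genotypes.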

### Dosage compensation of genes in *roX* mutants depends on their location

The expression ratios of X-linked genes varied widely, especially in the *roX1 roX2* mutant (Fig 3C). It has been proposed that MSL complexes are assembled at the sites of *roX* RNA transcription, then spread to the neighboring chromatin in *cis* direction, as well as diffusely, gradually binding to more distant loci. In addition, our *in situ* hybridization results indicate enrichment of *roX2* RNA at cytological region 10C. 

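The SD of the expression ratio over X genes was 1.06 in the *roX1* mutant, 0.95 in the *roX2* mutant and 1.04 in the *roX1 roX2* mutant, against 1.06, 1.11 and 1.04 over the genes of the major autosome arms. The quartiles of the X genes lay at -0.82 and -0.19 in the *roX1 roX2* mutant, at -0.36 and 0.11 in the *roX1* mutant and at -0.33 and 0.11 in the *roX2* mutant. At an adjusted p under 0.05, 1269 genes were differentially expressed in the *roX1 roX2* mutant, 476 higher and 793 lower, and 578 of the lower genes were X-linked. The *roX1* mutant had 185 such genes, 105 higher (13 of them X-linked) and 80 lower (23 X-linked), and the *roX2* mutant 49, 23 higher (13 X-linked) and 26 lower (9 X-linked). These counts keep the *white* region, and *white*, *CG3588* and *CG14419* are among the 13 X-linked higher genes of the *roX2* mutant. DESeq2 in place of edgeR gave 2215, 979 and 245 genes in the *roX1 roX2*, *roX1* and *roX2* mutants, and with each library left out in turn edgeR gave between 393 (without *roX1 roX2* mutant replicate 3) and 905, between 61 (without wildtype replicate 4) and 238, and between 23 (without wildtype replicate 4) and 59. Besides the deleted *roX* RNAs, the largest fall in each mutant was that of the 2R gene *lncRNA:CR44660*. It had 7.91 ± 2.69 CPM in wildtype (SD, n = 3) and 3 counts at most in any mutant library. Its mean was 0.0175 CPM in the *roX1* mutant, 0.00608 CPM in the *roX2* mutant and 0.0150 CPM in the *roX1 roX2* mutant. Single mutants that lack different RNAs shared this fall, so a difference of the wildtype strain is not told apart from a *roX* effect. The largest rises were those of *CG4650* (2L; 1.87 ± 0.569 CPM, SD, n = 4) and *Zip42C.2* (2R; 4.60 ± 4.86 CPM, SD, n = 4) in the *roX1* mutant and of *Sgs5* (3R; 6.06 ± 0.982 CPM, SD, n = 3) and *Ir60e* (2R; 2.83 ± 2.79 CPM, SD, n = 3) in the *roX1 roX2* mutant, against 0.0661 CPM or less in wildtype. The largest of the *roX2* mutant were those of *CG3588* and *CG14419*, neighbours of *white*.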

We therefore tested if dosage compensation has a distinct spatial pattern along the X-chromosome. 

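Expression ratios of X genes were averaged in 50 bins of 470765 bp by gene centre. In the *roX1* mutant the 4 most proximal bins, with 49 genes, had a mean of -0.84 (95% confidence interval ± 0.36 over genes), against -0.10 ± 0.04 for the other 2087 X genes. Among these 4 bins, the last 3 had means of -0.15 (16 genes), -0.51 (17 genes) and -1.86 (15 genes) towards the centromere, and the remaining one, distal to them, held 1 gene, at -1.93, the lowest value of the 50 bins. In single libraries the 49 genes lay at -0.67 ± 0.12 (SD, n = 4) in the *roX1* mutant and 0.00 ± 0.19 (SD, n = 3) in wildtype (exact permutation test, two-sided p = 0.0571, the smallest possible), with differences from wildtype of -0.85 within the high side and -0.57 within the low side of the first principal component. The median of the 49 genes was -0.31, and in the *roX1 roX2* mutant their mean was -0.57, against -0.54 for the other X genes. The most proximal bin alone was at -1.11 in the *roX1 roX2* mutant, with an SD over libraries of 0.51. This bin was low in each mutant against the same wildtype libraries, so a difference of wildtype is not told apart from a *roX1* effect. The bin that holds the *roX2* gene (cytological region 10C; 60 genes) had in the *roX2* mutant a mean of -0.21 ± 0.41, with 7 of the 50 bins lower, against -0.05 ± 0.04 for the rest of the X chromosome. This bin includes the deleted *roX2* gene itself. Without that gene its mean was -0.04 ± 0.24 (59 genes), with 24 of the other bins lower, and library by library it lay at 0.03 ± 0.08 (SD, n = 3) against 0.00 ± 0.03 (SD, n = 3) in wildtype (exact permutation test, two-sided p = 0.7). With the gene and without *roX2* mutant replicate 3 the mean of the bin was -0.03, and without both it was 0.15. The lowest bin of the *roX2* mutant was the most proximal one, at -0.96 (15 genes), with an SD over libraries of 0.81. The highest bin of the *roX1* mutant was bin 7 from the distal end (24 genes), at 1.67 ± 0.83, with an SD over libraries of 2.06. In the *roX1 roX2* mutant bin 7 was the lowest, at -2.20 ± 1.31. Its median there was -0.66 and its mean over single libraries -0.63 ± 0.20 (SD, n = 3), so the fitted mean does not describe most of its genes. The neighbours of *white* that were left out lie in this bin.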

We observed some clustering of genes related to sensitivity to *roX1* or *roX2* RNAs, but it appeared to be randomly distributed spatially, except for a gradual decrease in expression of genes in the proximal X-chromosome region in the *roX1* mutant, and the 10C region in the *roX2* mutant (Fig 4A).

**Fig 4:**
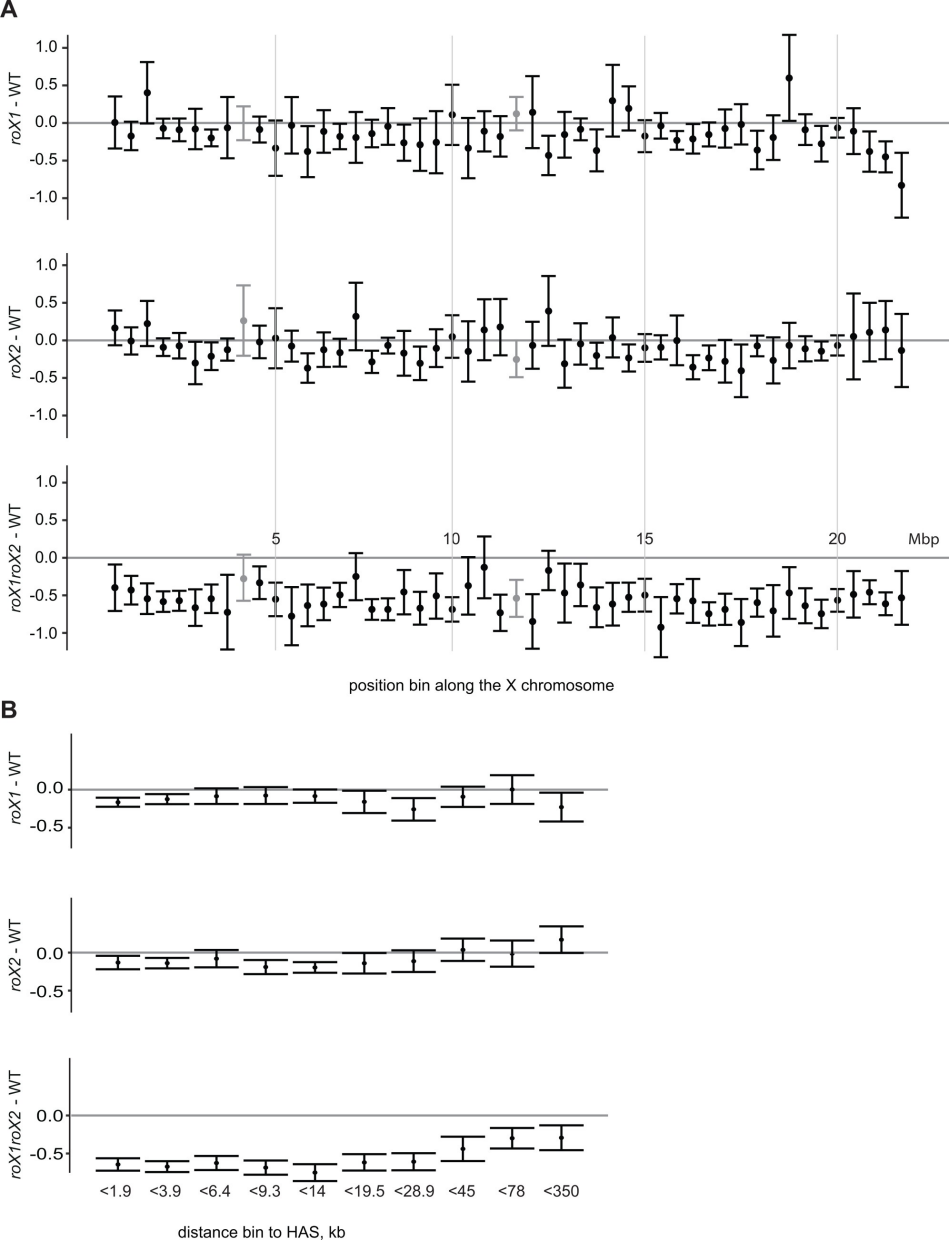
Genes far from high-affinity sites require both *roX* RNAs for proper expression. **(A)** Expression ratio distribution along the X-chromosome, divided into 50 bins of equal length. Genes were assigned to bins according to coordinates of their centers. The grey bars indicate bins containing *roX1* and *roX2* genes. **(B)** Expression ratios of all X chromosomal genes plotted against distance to high-affinity sites split into bins with equal number of genes. The error bars represent 95% confidence intervals.

A number of studies have estimated that the MSL complex binds specifically to roughly 250 chromatin entry sites, high-affinity sites (HAS) or Pion-X sites. Since *roX* RNAs are important for the spreading of the MSL complex from these high-affinity sites we asked whether the extent of genes’ differential expression in *roX* mutants correlates with their distances from these sites. Dot plots of genes’ expression ratios against their distances from HAS or Pion-X sites showed weak trends, but were difficult to interpret due to high variation (S4 Fig). Thus, for more informative visualization we grouped the genes into bins with increasing distance from HAS (Fig 4B). In *roX1* mutant, the average expression ratio was not significantly affected by the distance from HAS. This was also true for genes located within approximately 30 kb from HAS in *roX2* and *roX1 roX2* mutant. However, more remote genes had higher average expression ratios in *roX2* and *roX1 roX2* mutant, and thus are less suppressed in the double mutant and even upregulated in the *roX2* mutant. 

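Distances to high-affinity sites come from S2 Table, of which 1999 X genes are at hand against the 2042 the paper analysed, so no test was run on them. In the *roX1 roX2* mutant the 588 genes farther than 30 kb from a site had a mean expression ratio of -0.27 (95% confidence interval ± 0.09 over genes) and the 1411 nearer genes -0.55 ± 0.03, a difference of 0.29. The difference in single libraries was 0.25 ± 0.09 (SD, n = 3), from 0.18 to 0.35, against 0.00 ± 0.03 (SD, n = 3) in wildtype. With distances to PionX sites in place of high-affinity sites it was 0.09, and with a limit of 10 kb it was 0.17. Among genes with a mean of at least 10 counts the difference between farther and nearer genes in this mutant was smaller too. In 10 bins of equal size the means of the nearest 7 bins lay between -0.65 and -0.50 and those of the farthest 3, beyond 28924 bp, at -0.33, -0.28 and -0.19. The farther genes of the *roX2* mutant had a mean of 0.11 ± 0.10 and the nearer genes -0.06 ± 0.04, a difference of 0.17. This difference was 0.26 in replicate 3, 0.02 in replicate 4 and -0.12 in replicate 2, and in the fit without replicate 3 it was -0.07. It was 0.02 among genes with a mean of at least 10 counts, and also 0.02 between the medians. Relative to wildtype, the *roX2* mutant libraries differed by 0.05 within the high side of the first principal component (1 library of each genotype) and by 0.06 within the low side (2 of each). The farthest bin, beyond 78193 bp, had a mean of 0.24 ± 0.17 and a median of -0.03 in this mutant. In the *roX1* mutant the farther genes had a mean of -0.10 ± 0.10 and the nearer genes -0.14 ± 0.04. The difference between them in single libraries was 0.03 ± 0.15 (SD, n = 4), and relative to wildtype it was 0.18 within the high side of the first principal component and -0.10 within the low side.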

On polytene chromosomes in the *roX1 roX2* mutant we still observed MSL targeting on the X-chromosome, but only at HAS [14]. This might suggest that genes close to HAS would retain dosage compensation function also in the absence of *roX* RNAs. On the contrary, our results show that genes within approximately 30 kb from HAS are strongly and equally affected while genes more distal to HAS are less sensitive to the absence of *roX* and absence of bound MSL complex.

### The *roX* sensitivity of genes depends on the MSL complex binding strength

We next asked if the *roX*-dependent dosage compensation depends on the binding strength of the MSL complex, using publicly available chromatin immunoprecipitation data on MSL1, MOF and MSL3 [46] to correlate with our differential expression data (Fig 5A–5C and S5 Fig). All X-chromosome genes were ranked in order of increasing MSL complex enrichment and divided into five bins with equal numbers of genes. Thus, bin 1 included unbound and weakly bound genes, while bin 5 included genes highly enriched in MSL proteins. We found that genes in bins 1 and 2 responded more variably to removal of either or both *roX* RNAs, a pattern that is probably related to their low expression levels (Fig 5H). In the single *roX* mutants, expression ratios did not correlate with enrichment of MSL proteins (Fig 5A and 5B and S5A, S5B, S5D and S5E Fig), indicating that MSL complex-regulated genes uniformly respond to the absence of one *roX* RNA, regardless of the enrichment levels in wildtype flies. 

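For the 1643 X genes of the copy of S2 Table at hand that have binding values for MSL1, MSL3 and MOF, the mean expression ratio in the *roX1* mutant was -0.05 (95% confidence interval ± 0.13 over genes) in MSL1 bin 1, -0.11 ± 0.13 in bin 2, -0.04 ± 0.09 in bin 3, -0.15 ± 0.04 in bin 4 and -0.12 ± 0.04 in bin 5. The difference between bins 1 and 5 was 0.07, and in single libraries it was 0.06 ± 0.26 (SD, n = 4). The sign of this difference changed between the sides of the first principal component, with 0.38 relative to wildtype on the high side (2 libraries against 1) and -0.21 on the low side (2 against 2). For the *roX2* mutant the means of bins 2 to 5 were -0.07 ± 0.11, -0.06 ± 0.05, -0.11 ± 0.04 and -0.12 ± 0.04.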

Strikingly, strong and significant upregulation of genes classified as non- or weakly MSL complex-binding was detected in the *roX2* mutant, similarly to genes located far from HAS (Fig 5B and S5B and S5E Fig). In *roX1 roX2* mutant, these weakly MSL complex-binding genes are still suppressed, but much less than strongly binding genes. 

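In MSL1 bin 1 (328 genes) the mean expression ratio of the *roX2* mutant was 0.23 (95% confidence interval ± 0.15 over genes) and the median -0.07. The difference between bins 1 and 5 was 0.35. With bins of MSL3 binding the means of bins 1 and 5 were 0.23 and -0.11, and with bins of MOF binding 0.26 and -0.10. In single libraries this difference was 0.40 in replicate 3, 0.14 in replicate 4 and -0.10 in replicate 2, against a range of -0.10 to 0.09 in wildtype. Relative to wildtype it was 0.23 within the high side of the first principal component (1 library of each genotype) and 0.10 within the low side (2 of each). Without replicate 3 the fit gave -0.08, and among genes with a mean of at least 10 counts the difference was 0.15. In the *roX1 roX2* mutant the mean was -0.20 ± 0.13 in bin 1, -0.55 ± 0.11 in bin 2, -0.62 ± 0.06 in bin 3, -0.61 ± 0.04 in bin 4 and -0.56 ± 0.04 in bin 5. The difference between bins 1 and 5 was 0.36, and in single libraries it was 0.38 ± 0.11 (SD, n = 3), all above the wildtype libraries at 0.00 ± 0.10 (SD, n = 3). In bins of MOF binding the mean was -0.22 in bin 1 and -0.58 in bin 5, and in bins of MSL3 binding -0.25 and -0.54. The binding values were measured in S2 cells by an earlier study and no test was run on these bins, since the table is held in part. The copy nevertheless holds slightly more genes with values for MSL1, MSL3 and MOF (1643) than the paper states, for a reason not known.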

Since the MSL complex is still enriched at HAS in the absence of *roX* it is surprising that dosage compensation by *roX* RNA-free MSL complexes has low efficiency even for genes with the highest MSL enrichment. The genes highly enriched in MSL1 and MSL3 (bin 5) were slightly less down-regulated, but this trend was not seen with MOF enrichment bins (S5F Fig).

**Fig 5:**
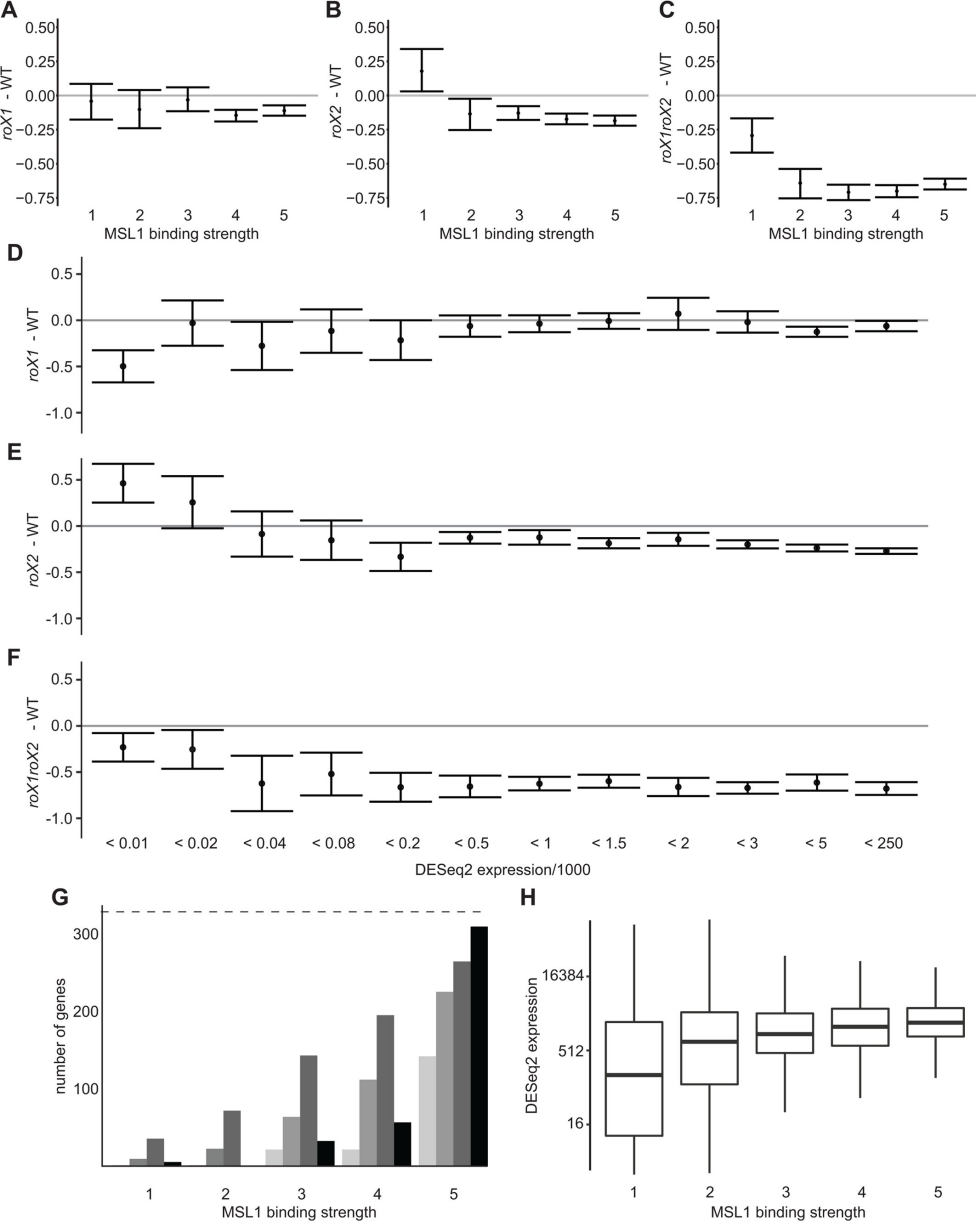
Highly-expressed genes require high MSL complex levels for proper expression. **(A-C)** Average expression ratios of X chromosomal genes grouped in equal sized bins based on their MSL1 binding strength (1 lowest to 5 highest); **(A)** *roX1* –WT, **(B)** *roX2* –WT, **(C)** *rox1 roX2*—WT. **(D-F)** Average expression ratios plotted against binned expression values. The error bars indicate 95% confidence intervals; **(D)** *roX1* –WT, **(E)** *roX2* –WT, **(F)** *roX1 roX2*—WT. **(G)** Numbers of genes located within 2, 5 and 10 kb of HAS (three grey bars) and genes overlapping with MSL1 peaks in the *roX1 roX2* mutant (black bar), plotted for wild type MSL1-binding bins. The dashed line at the top represents the total number of genes in each MSL binding bin (n = 328). **(H)** Boxplots showing the distribution of expression in the five MSL1 binding bins.

Since genes with low MSL complex-binding levels are less suppressed than others in the *roX1 roX2* mutant, and upregulated in the *roX2* mutant, we asked whether dosage compensation in the absence of *roX* depends on genes’ expression level. For this, we divided the X-chromosome genes into 12 equally sized bins according to their expression levels. In accordance with observations regarding genes that weakly bind the MSL complex, we observed upregulation of weakly expressed genes in the *roX2* mutant and less pronounced reduction in their expression in the *roX1 roX2* mutant (Fig 5D–5F).

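The X genes were divided into 12 bins of 178 genes by their mean CPM over all libraries. The 2 lowest bins, which hold genes at 0.241 CPM or less, had in the *roX2* mutant a mean expression ratio of 0.46 (95% confidence interval ± 0.18 over genes) and the 2 highest bins, from 68.8 CPM, a mean of -0.23 ± 0.03. In single libraries the difference between the lowest and highest bins was 0.34 ± 0.37 (SD, n = 3), with 0.73 in replicate 3, 0.30 in replicate 2 and -0.01 in replicate 4, against 0.00 ± 0.14 (SD, n = 3) in wildtype (exact permutation test, two-sided p = 0.3). Relative to wildtype it was 0.15 within the high side of the first principal component (1 library of each genotype) and 0.43 within the low side (2 of each). The fitted difference was 0.69 with all libraries and 0.02 without replicate 3. Genes of the lowest bin have 0.0793 CPM or less, a few counts per library, and single libraries decide their ratios. In the *roX1 roX2* mutant the 2 lowest bins had a mean of -0.12 ± 0.14 and the 2 highest -0.67 ± 0.10, a difference of 0.55. In single libraries this difference was 0.54 ± 0.24 (SD, n = 3), above wildtype in all 3 (exact permutation test, two-sided p = 0.1, the smallest possible). The autosomal genes, binned in the same way, gave a difference of 0.50 in this mutant. In the *roX1* mutant the corresponding means were -0.42 ± 0.16 and -0.09 ± 0.09, and the difference of -0.33 became -0.07 when the bins were made from wildtype libraries alone. In single libraries of this mutant, the difference relative to wildtype was -0.01 within the high side of the component (2 libraries against 1) and -0.30 within the low side (2 of each).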

High-affinity sites are defined as those that retain incomplete MSL complexes in *msl3*, *mle* or *mof* mutants [45, 47–51], and it has been suggested that MSL complex-binding is directed by hierarchical affinities of target sites [49, 50]. In the *roX1 roX2* mutant we observed more pronounced reductions in MSL complex abundance on the male X-chromosome than those reported in *msl3*, *mle* or *mof* mutants, but the remaining MSL targets in the *roX1 roX2* mutant were highly reminiscent of those described in *msl3*, *mle* and *mof* mutants [14, 30]. We observed reduced expression of strongly MSL-binding genes in the *roX1 roX2* mutant, which is intriguing as these genes are assumed to retain the MSL complex [14]. Thus, to test the suggestion, we explored correlations between the MSL binding bins and 263 high affinity sites defined by targeting in *mle*, *mof* or *msl3* mutants, or following their depletion [45, 51, 52]. In parallel we analyzed the 208 peaks we previously identified in the absence of *roX1 roX2* [14]. The previously defined 208 peaks in the *roX1 roX2* mutant overlap 405 genes on the X-chromosome, 309 of which are among the 328 genes in bin 5 (Fig 5G). We conclude that the 208 MSL peaks defined in the *roX1 roX2* mutant correspond more strongly with genes in the highest MSL binding class than the previously defined HAS do (Fig 5G). Intriguingly, expression of X chromosomal genes also correlates with MSL1 binding enrichment (Fig 5H), and thus overlap with HAS. This suggests that the distribution of MRE motifs and consequently MSL complex-binding is governed by gene expression in a manner that promotes adequate dosage compensation in males.

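In the wildtype libraries the median expression of the genes in MSL1 bins 1 to 5 was 1.93 ± 0.109, 12.8 ± 0.605, 19.4 ± 0.925, 27.2 ± 0.418 and 32.5 ± 1.39 CPM (SD of the median over 3 libraries). The lower quartile rose from 0.101 CPM in bin 1 to 17.3 CPM in bin 5 and the upper quartile from 27.6 to 67.7 CPM. In bins of MSL3 binding the median was 1.71 CPM in bin 1 and 33.6 CPM in bin 5, and in bins of MOF binding 1.12 and 30.8 CPM.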

### *roX* sensitivity and replication timing

In higher eukaryotes replication timing is connected to the chromatin landscape and transcriptional control [53]. Generally, early replicating regions are associated with active transcription [54–56] whereas late replicating regions are associated with inactive regions and heterochromatin [57]. Genome-wide studies on cultured *Drosophila* cells have revealed dependency of male-specific early replication of the X-chromosome on the MSL complex [56, 58]. We therefore asked whether X-chromosomal or genome-wide sensitivity to a specific *roX* mutant condition correlate with replication timing. Using available data on replication timing from analyses of S2 and DmBG3 (male) and Kc167 (female) cells [58] we classified the genes as early or late replicating. Based on our RNA-seq data we then calculated expression ratios for genes grouped by their chromosome location (autosomal or X-chromosomal) and their replication timing as determined in the three cell types. Conceivably, early and late X chromosomal replication domains (determined from analyses of S2 and DmBG3 male cell cultures) are respectively associated with genes bound and unbound by the MSL complex, and thus are affected in similar manners by *roX* mutations (Fig 6 and S6 Fig). In female Kc167 cells the relation between sensitivity to *roX* and replication timing is generally similar to that observed in male cell cultures. However, in Kc167 cells the X-chromosome has a slightly different pattern of replication domains, which shifts the average expression ratio (Fig 6 and S6 Fig). In particular, the distribution of distinctively upregulated X chromosomal genes in the *roX2* mutant only corresponds with the distribution of late-replication regions in male cells. Notably, in larval neuroblasts and embryonic cells (Fig 1C and 1D), we only detected *roX1* RNA (no *roX2* RNA) on mitotic X-chromosomes, suggesting that *roX1*-containing MSL complexes mediate dosage compensation in the G1 phase, when replication timing is established [59]. It is tempting to speculate that selective transmission of *roX1*-containing MSL complexes through mitosis enables the cells to quickly and efficiently establish the correct chromatin state and hence maintain correct replication timing.

**Fig 6:**
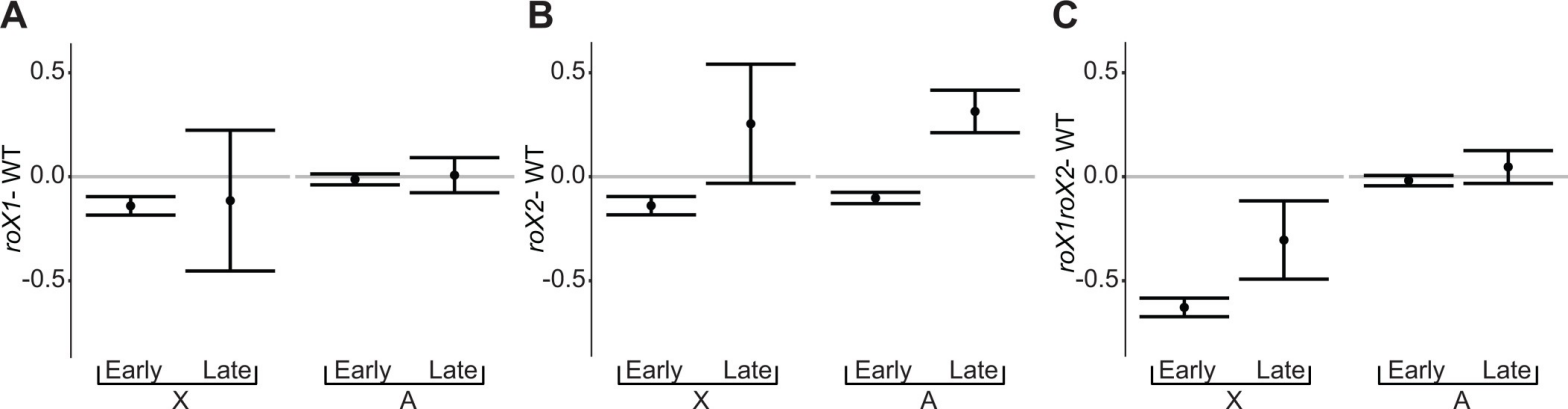
Differential effects of *roX* mutations on early and late replicating genes. Average expression ratios of X chromosomal (X) and autosomal (A) genes in; **(A)** *roX1* –WT, **(B)** *roX2* –WT, **(C)** *roX1 roX2*—WT. The genes are grouped by their replication time in S2 cultured cells and the expression ratios are calculated from the RNA-seq analysis on first instar larvae. The error bars represent 95% confidence intervals.

### Testis-biased genes are derepressed in *roX2* mutant

Transcription upregulation of the X-chromosome in the *roX2* mutant is associated with genes classified as having low expression levels, late replication and weak MSL complex-binding. We asked if this observed upregulation is caused by mis-targeting of MSL complexes associated with excess of *roX1*, *i*.*e*., if the upregulated genes are enriched in MSL complexes due to increases in *roX1* levels and/or loss of *roX2*. To test this possibility, we assessed relative enrichments of MSL1 and H4K16ac on the upregulated genes by ChIP-qPCR analyses. In the *roX2* mutant, none of the eight genes we tested became targeted by MSL1 or enriched in H4K16ac at a comparable level to known MSL target genes (S7 Fig). In contrast, enrichment levels were similar to those detected on the autosomal control genes *RpS3* and *RpL32*. We therefore conclude that stimulation of weakly expressed X chromosomal genes in the *roX2* mutant is not mediated by induced targeting of the MSL complex.

Further analysis of upregulated genes in the *roX2* mutant showed that they included not only X chromosomal genes but also late-replicating autosomal genes. This, together with the absence of MSL complex-enrichment on these genes, indicates that the upregulation is a *roX2*-specific effect and at least partly separable from MSL complex-mediated gene regulation. 

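Testis-biased genes were those with a FlyAtlas2 testis enrichment above 4, 266 of the 1999 X genes of S2 Table at hand; this copy holds X genes only, and no test was run on the table held in part. Their mean expression ratio in the *roX2* mutant was 0.75, against -0.13 for the other 1733 X genes, a difference of 0.88, and against 416 X genes matched on expression the difference was 0.83. In the *roX1* mutant the difference from the other X genes was -0.10 (in single libraries relative to wildtype, 0.09 within the high side of the first principal component and -0.09 within the low side) and in the *roX1 roX2* mutant 0.35. Above the upper quartile of the autosomal genes (0.13 in the *roX2* mutant), the paper's limit for upregulation, lay 153 testis-biased X genes (57.5%) and 326 other X genes (18.8%), and of the X genes matched on expression 33.7%. Only 1 testis-biased gene had an adjusted p under 0.05 in this mutant. The increase lay mostly in one library. The difference between testis-biased and other X genes was 1.01 in *roX2* mutant replicate 3, 0.21 in replicate 2 and 0.07 in replicate 4, and in wildtype it ranged from -0.08 to 0.06. In the fit without replicate 3 it was 0.11, and against the matched genes 0.13. In that fit 116 testis-biased genes (43.6%) against 402 others (23.2%) were above its upper quartile of 0.39. Of the matched genes 37.0% were above it. Within the low side of the first principal component, which holds replicates 2 and 3, the *roX2* mutant exceeded wildtype by 0.57 and within the high side, which holds replicate 4, by 0.16. In the *roX1 roX2* mutant libraries the difference was 0.34, 0.43 and 0.13, above all wildtype libraries, and against the matched genes the fitted difference was 0.26. Relative to the major autosome arms, however, the testis-biased genes had a mean expression ratio of -0.16 in this mutant, and lay at -0.17, -0.11 and -0.38 in its single libraries. A list of 16 genes of adult testis and male germline differentiation, 15 of them autosomal, summed to 33.4 CPM (without TMM normalization) in *roX2* mutant replicate 3 and to between 0.984 and 3.31 CPM in the other 12 libraries, with 1.28 and 1.52 CPM in the other *roX2* mutant libraries.

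**Figure D3:**
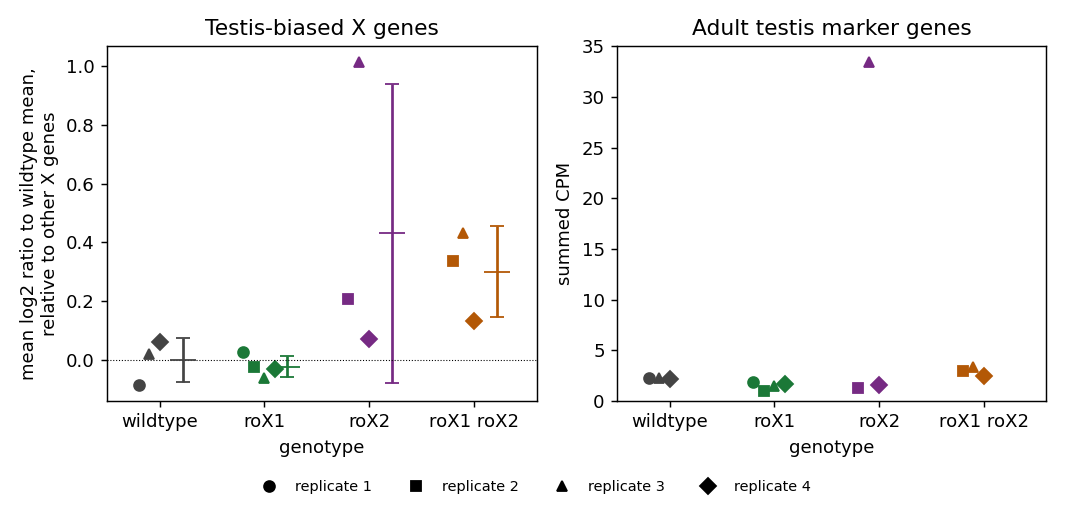
Left, mean log2 ratio to the wildtype mean of testis-biased X genes, relative to the other X genes, in each library by genotype, with the marker giving the replicate number and the bars the mean ± SD. Right, summed CPM of 16 genes of adult testis and male germline differentiation in each library. *roX2* mutant replicate 3 is at 1.01 and 33.4 CPM, above the other 12 libraries in both plots.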

Intriguingly, we discovered that these upregulated genes in the *roX2* mutant strain include high proportions of genes (both X-chromosomal and autosomal) with male-biased testis-specific transcription (Fig 7). Whether *roX2* has a specific role in transcriptional regulation of genes involved in spermatogenesis or the observed phenomenon is an indirect consequence of *roX2* mutation is an intriguing question that warrants further investigation.

**Fig 7:**
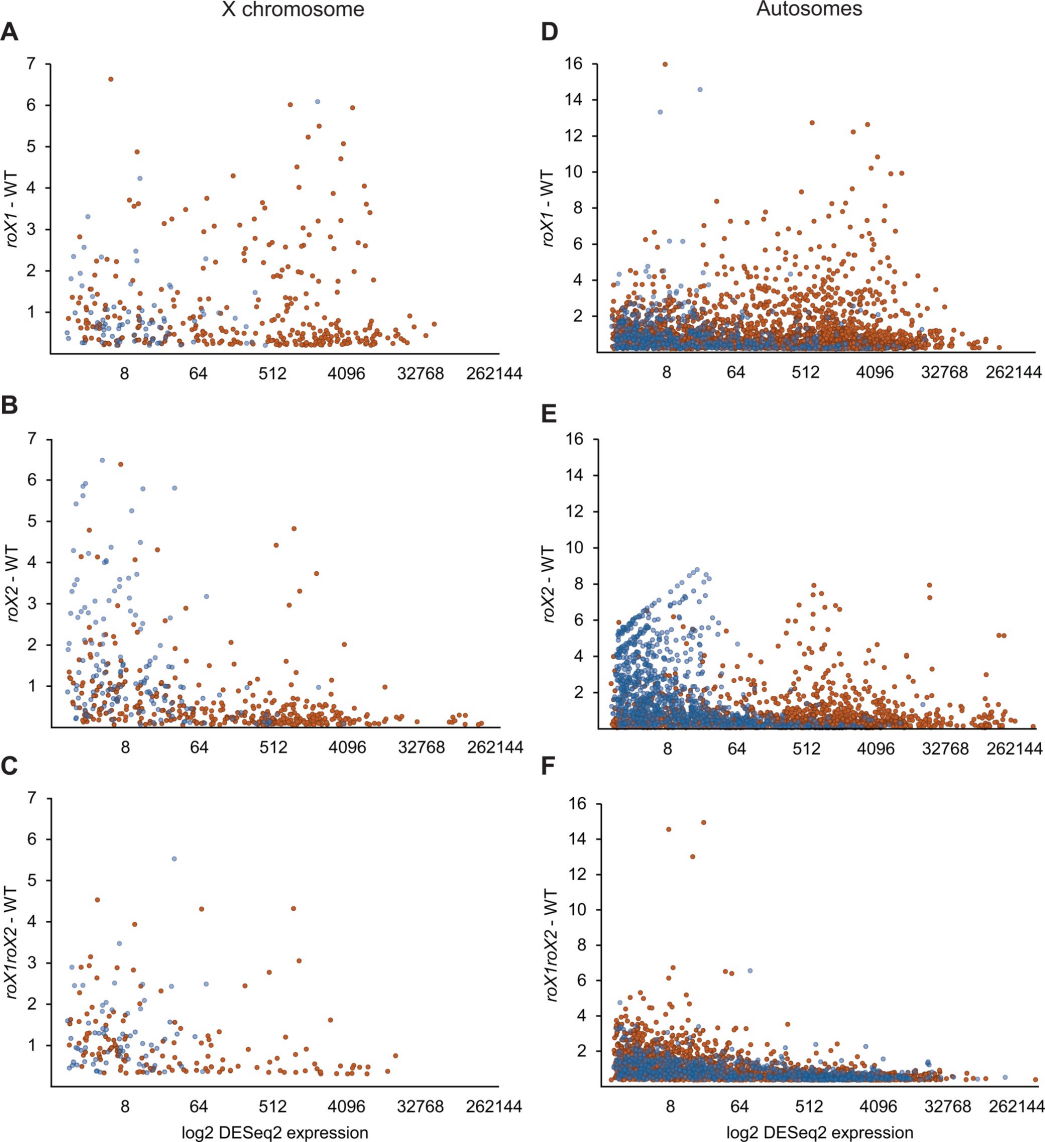
Testis-biased genes are upregulated in the *roX2* mutant. Expression ratios plotted against log2-converted expression value for testis-biased genes (blue) and all other genes (orange). **(A-C)** show X chromosomal genes; **(A)** *roX1* –WT, **(B)** *roX2* –WT, **(C)** *roX1 roX2*—WT. **(D-E)** show autosomal genes; **(D)** *roX1* –WT, **(E)** *roX2* –WT, **(F)** *roX1 roX2*—WT. Testis-biased genes were determined as genes with testis enrichment scores exceeding 4 according to the FlyAtlas2 expression database.

## Discussion

The dosage compensation machinery involving *roX1* and *roX2* RNAs provides a valuable model system for studying the evolution of lncRNA-genome interactions, chromosome-specific targeting and gene redundancy. LncRNAs differ from protein coding genes and are often less conserved at the level of primary sequence, as expected due to their lack of protein-coding restrictions. Like those encoding other lncRNAs, rapid evolution, *i*.*e*., low conservation of the primary sequences of *roX* genes has complicated comparative studies [24, 60]. Despite their differences in length and primary sequences, *roX1* and *roX2* have also been considered functionally redundant in *Drosophila melanogaster*. However, remarkably considering their rapid evolution and apparent redundancy, orthologs for both *roX1* and *roX2* have been found in all of 26 species within the *Drosophila* genus with available whole genome assemblies [60]. Models that explain evolutionarily stable redundancy have been proposed [61] suggesting that the presence of both *roX1* and *roX2* in these diverged species may be attributable to differences in targets, affinities and/or efficiency or additional functions.

On polytene chromosomes, binding patterns of *roX1* and *roX2* are more or less indistinguishable, except in region 10C where *roX2* is almost exclusively present. In the *roX2* mutant, genes located in the 10C bin are on average downregulated, but similar downregulation of genes in many other bins is observed, so the effect cannot be directly attributed to loss of *roX2*. In wildtype 1^st^ instar larvae, levels of *roX1* RNA are much higher than levels of *roX2* RNA. Interestingly, in *roX1* mutant larvae the absolute amount of *roX2* RNA increases, but only to ~10% of wildtype levels of total *roX* RNA. This appears sufficient to avoid lethality, but still causes a significant decrease in X-chromosome expression. However, despite the huge difference in amounts, not only in number but even more considering the size of the two *roX* RNAs, the staining intensities of *roX* RNA on *roX1* mutant and wildtype polytene chromosomes seem to be roughly equal. On mitotic chromosomes we only observed *roX1* RNA in the MSL complexes bound to the distal X-chromosome and this binding is not redundant. This indicates that just after cell division *roX1* RNA will be the dominating variant in assembled MSL complexes. Taken together, our results suggest that *roX2* RNA has higher affinity than *roX1* RNA for inclusion in MSL complexes. Moreover, varying amounts of the two species with different affinities at given cell cycle stages may support proper transmission, spreading of assembled MSL complexes and maintenance of appropriate levels of the complexes.

It should be noted that some male *roX1 roX2* mutant escaped, so loss of *roX* is not completely male-lethal, unlike loss of *mle*, *msl1*, *msl2*, *msl3* or *mof* [29–31, 62]. The complete male lethality in these mutants is attributed to reductions in dosage compensation that have been measured in several studies and observed not only in *msl* mutants but also following RNAi-mediated depletion of MSL proteins [9, 43–45]. Notably, the average reduction of X-chromosome expression, relative to wildtype levels, calculated in these cases has varied from ca. 20 to 30%; substantially less than the 35% reduction we observed in the *roX1 roX2* mutant. Some of the reported differences may be due to use of different techniques and bioinformatics procedures (including use of different cut-offs for expression and developmental stages). However, the reasons why some males can survive the very dramatic imbalance observed in expression of a large portion of the genome are unclear. Furthermore, the reduction in expression of X-chromosome genes observed in the *roX1* mutant is not accompanied by any reported phenotypic changes, indicating that *D*. *melanogaster* has high intrinsic ability to cope with significant imbalances in X-chromosome expression. We speculate that in parallel with a compensation mechanism that addresses dosage imbalances the fly has evolved a high degree of tolerance to mis-expression of the X-chromosome.

The 4^th^ chromosome in *D*. *melanogaster* (the Muller F-element) is related to the X-chromosome. Evolutionary studies have shown that sex chromosomes do not always represent terminal stages in evolution—in fact, the 4^th^ chromosome was ancestrally an X-chromosome that reverted to an autosome [41, 42]. Moreover, the fly shows high and unusual tolerance to dosage differences [63] and mis-expression [8, 64–66] of the 4^th^ chromosome (although much smaller than the tolerance to those of the X-chromosome). These observations suggest that tolerance of mis-expression is a common outcome in the evolution of sex-chromosomes and this property has been retained with respect to the 4^th^ chromosome, even after its reversion to an autosome. We propose that high tolerance of mis-expression in the absence of full functional dosage compensation may be selected for during evolution of sex-chromosomes. This is because gradual degeneration of the proto-Y chromosome will be accompanied by an increasing requirement to equalize gene expression between a single X- (in males) and two X-chromosomes (in females), but changes in genomic location of highly sensitive genes will be favored during periods of incomplete (or shifting) dosage compensation. On transcript level, responses to reductions in dosages of X-chromosome genes have been found to be similar to those of autosomal genes [67]. Thus, potential mechanisms for the higher tolerance are post-transcriptional compensatory mechanisms or selective alterations in gene composition (changes in genomic locations), similar to those proposed for the observed demasculinization of the *Drosophila* X-chromosome [68].

Prompted by the strong relationship between orchestration of the X- and 4^th^ chromosomes by the MSL complex and POF system [2, 14, 69–71], respectively, we also measured effects of *roX* suppression on chromosome 4 expression in *roX* mutants. We observed weak but significant reduction of expression in the *roX2* mutant, but the cause of this reduction remains elusive. In *roX2* mutant we also observed transcriptional upregulation of X-chromosome genes classified as having low expression levels, late replication and weak MSL complex-binding. The loss of *roX2* resulting in MSL complexes only including *roX1* RNA might alter the spreading properties. We therefore hypothesized that the observed upregulation might be caused by mis-targeting of the MSL complex in the absence of *roX2*. However, our ChIP experiment revealed no enrichment of MSL complexes on these genes, and our results rather suggest that *roX2* directly or indirectly restricts expression of these male-biased genes independently of its role in the MSL complex.

It is well known that *roX* RNAs are important for spreading of the MSL complex in regions between HAS [11, 14]. It is therefore surprising that loss of *roX* causes a relatively even reduction in expression of X-chromosomal genes and the decrease is not more dramatic with larger distances, as would be expected for reductions in spreading capacity. Indeed, observed reductions in expression were smaller for genes located far from HAS than for closer genes. A possible explanation is that expression of these genes is compensated by an MSL-independent mechanism. It has been previously shown that most genes on the X-chromosome are dosage-compensated [9, 72, 73], but a subset are not bound by the MSL complex and do not respond to its depletion [74]. Our results corroborate these findings since loss of *roX* RNA in the *roX1 roX2* mutant had little effect on the expression of genes classified as having weak MSL complex binding, clearly indicating that at least one other mechanism is involved. The results further show that high-affinity sites, as defined by MSL-targets in the absence of *roX1* and *roX2*, are highly correlated to genes with the highest MSL binding levels. Therefore, sites targeted in the absence of *roX* provide a more stringent definition of HAS, with stronger correlation to genes bound by high levels of MSL complex, than targets in the absence of *mle*, *mof* or *msl3*.

The increase in expression mediated by the MSL complex is considered a feed-forward mode of regulation, and appears to be more or less equal (ca. 35%) for all MSL-bound genes [9]. Evidently, highly expressed genes need a stronger increase in transcription than weakly-expressed genes. Our results suggest that dosage compensation is a stochastic process that depends on HAS distribution and is correlated with expression levels. Evolutionary analysis has shown that newly formed X-chromosomes acquire HAS, putatively via rewiring of the MSL complex by transposable elements and fine-tuning of its regulatory potential [75, 76]. Such a dynamic process may be required for constant adaptation of the system. Highly expressed genes tend to accumulate HAS in their introns and 3´UTRs, and thus bind relatively high amounts of MSL complex, thereby stimulating the required increase in expression. This also implies that the gene organization on X-chromosomes is under more constraints than autosomes.

This study presents, to our knowledge, the first high-throughput sequencing data and analysis of transcriptomes of *roX1*, *roX2* and *roX1 roX2* mutant flies. The results reveal that *roX1* and *roX2* fulfill separable functions in dosage compensation in *D*. *melanogaster*. The two RNA species differ in both transcription level and cell-cycle regulation.

In third instar larvae, *roX1* is the more abundant variant and the variant that is included in MSL complexes transmitted physically associated with the X-chromosome in mitosis. Loss of *roX1*, but not loss of *roX2*, results in decreased expression of genes on the X-chromosome, albeit without apparent phenotypic consequences. Loss of both *roX* species leads to a dramatic reduction of X-chromosome expression, but not complete male lethality. Taken together, these findings suggest that high tolerance for mis-expression of X-chromosome genes has evolved. We speculate that it evolved in parallel with dosage compensation mechanisms and that it may be a common property of current and ancient sex-chromosomes.

The *roX* RNAs are important for spreading of the MSL-complex from HAS, but the reduction of X-chromosome expression in *roX1 roX2* mutant is not affected by the need for spreading, *i*.*e*., distance from HAS. In addition, the genes targeted by the MSL complex in the *roX1 roX2* mutant also show strongly reduced expression. Our results suggest that the function of the MSL complex which is still present at HAS is compromised in the *roX1 roX2* mutant and that the dosage of distant genes is compensated by an alternative, unknown, mechanism. We propose that dosage compensation is a stochastic process that depends on HAS distribution. Creation and fine-tuning of binding sites is a dynamic process that is required for constant adaptation of the system. Highly expressed genes will accumulate and be selected for strong HAS (and thus bind more MSL complex) since they require high levels of bound MSL complex for the required increases in expression.

## Material and methods

### Fly strains and *roX2* mutant generation

Flies were cultivated and crossed at 25°C in vials containing potato mash-yeast-agar. The *roX1*^*ex6*^ strain [77] was obtained from Victoria Meller (Wayne State University, Detroit). The new *roX2* mutant alleles were generated by CRISPR/Cas9 genome editing using a previously outlined strategy [78]. Briefly, we constructed a transgenic fly strain expressing two gRNAs in the germline, which are designed to induce double-strand breaks 7 bp upstream of the *roX2* transcription start site and 63 bp upstream of the annotated transcription termination. Males with the transgenic gRNA construct were crossed with *y*^*2*^ *cho*^*2*^ *v*^*1*^*; attP40{nos-Cas9}/CyO* females. The male progeny of this and subsequent two crosses were crossed individually to *C(1)DX*, *y*^*1*^ *w*^*1*^ *f*^*1*^ females. Strains with deletions spanning *roX2* were identified by PCR-based screening followed by sequencing, using primers and gRNA oligos listed in S1 Table. Males carrying a *roX2*^*9-4*^ deletion with the final genotype *y*^*1*^ *cho*^*2*^ *v*^*1*^ *roX2*^*9-4*^ were crossed with *y*^*1*^ *w*^*1118*^ *roX1*^*ex6*^ females to obtain recombinant *roX* double mutant X-chromosome *y*^*1*^ *w*^*1118*^ *roX1*^*ex6*^ *v*^*1*^ *roX2*^*9-4*^. This means that the crossover occurred between *cho* and *v* genes.

### RNA *in situ* hybridization

Previously described procedures were used in RNA-fluorescent in situ hybridization (FISH) analyses, and preparation of both salivary gland squashes [79] and larval brain squashes [80], following protocol 1.9, method 3, for the latter. Schneider’s line 2 cells were treated prior to hybridization as also previously described [37]. For embryo staining, *y*^*1*^ *w*^*1118*^ embryos were collected on apple juice-agar plates for 1 hour and incubated for 5–6 hours at 25°C. Squashes were prepared as follows: each embryo to be stained was manually dechorionated and transferred onto a cover slip. The vitelline membrane was pricked with a fine needle and a drop of 2% formaldehyde, 0.1% Triton X-100 in 1× PBS was added immediately. After 2 minutes, the solution was removed with a pipette and a drop of 50% acetic acid, 1% formaldehyde solution was added. After another 2 minutes incubation, a polylysine slide was placed over the cover slip. To spread the cells, the cover slip was gently pressed and then flash-frozen in liquid nitrogen. After removal of the coverslip the slide was immersed in 99% ethanol and stored at -20°C prior to hybridization. Antisense RNA probes for *roX1* (*GH10432*) and *roX2* (*GH18991*) were synthesized using SP6 RNA Polymerase (Roche) and DIG or Biotin RNA Labelling Mix (Roche), respectively. Primary antibodies were sheep anti-digoxigenin (0.4 mg/mL; Roche) and mouse anti-biotin (1:500, Jackson ImmunoResearch). The secondary antibodies were donkey anti-mouse labelled with Alexa-Fluor488 and donkey anti-sheep labelled with Alexa555 (Thermo Fisher Scientific).

### Preparation of RNA library, sequencing and data treatment

To obtain 1^st^ instar male larvae we collected 80–100 virgin females of the following genotypes: *y*^*1*^ *w*^*1118*^ (used as *wild type*), *y*^*1*^ *w*^*1118*^ *roX1*^*ex6*^ (*roX1* mutant), *y*^*1*^ *cho*^*2*^ *v*^*1*^ *roX2*^*9-*4^ (*roX2* mutant), and *y*^*1*^ *w*^*1118*^ *roX1*^*ex6*^ *v*^*1*^ *roX2*^*9-4*^*/FM7i*, *P[w*^*+mC*^ *ActGFP]JMR3* (*roX1 roX2* mutant). The females were crossed with 50–80 *FM7i*, *P[w*^*+mC*^ *ActGFP]JMR3/Y* males. Non-GFP 1^st^ instar larvae were collected, 20 per sample. The collected larvae were flash-frozen in liquid nitrogen and stored at -80°C. Total RNA was extracted with 1 mL of Tri Reagent (Ambion) per sample, and libraries were prepared with a TruSeq RNA Sample Prep Kit v2 (Illumina) according to the manufacturer’s instructions. In total, three wildtype, *roX2* mutant and *roX1 roX2* mutant biological replicates were prepared and four *roX1* mutant replicates. The samples were sequenced using a HiSeq2500 instrument at SciLife lab (Uppsala) and 125 bp long paired-end reads were obtained, and mapped to *Drosophila melanogaster* genome version 6.09 using STAR v2.5.1b with default settings. Read counts were obtained with HTseq version 0.6.1 using htseq count with default settings. The samples used for the analysis had 29.3–56.2 M reads with STAR mapping quality values of 22.9–52.1 and mean mapping coverage of 201–497. After removing genes with low read counts, means of the total expression of the four major autosome arms were centered to zero. Genes were annotated using the dmelanogaster_gene ensembl dataset from BioMart, *Dm* release 6.17.

### Differential expression analysis

Fold-differences in expression of genes among the investigated genotypes were calculated using the DESeq2 software package. Genes for which less than 20 reads were obtained from as a sum of all samples were excluded from the analysis. Of the 1000 most variable genes, 856 genes with an adjusted p-value for at least 2-fold differential expression between the wildtype and each of the three *roX* mutants exceeding 0.01 were also excluded from the analysis. In addition, the *white* gene and its upstream neighbors (*CG3588*, *CG14416*, *CG14417*, *CG14418* and *CG14419*) were excluded from the analysis due to strain background dissimilarities among strains in this genomic region. 

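In the *roX2* mutant *white* (FBgn0003996) had 28.2 ± 10.2 CPM (SD, n = 3), against 0.770 ± 0.362 CPM in wildtype (SD, n = 3), a log2 fold change of 5.20 (standard error 0.61, adjusted p = 0.00229), and in the *roX1* and *roX1 roX2* mutants it did not pass the threshold (adjusted p = 0.845 and 0.182). *CG3588* (FBgn0025643) had 507 ± 262 CPM and *CG14419* (FBgn0029639) 122 ± 39.2 CPM in the *roX2* mutant (SD, n = 3), while no wildtype library held more than 1 count of either. *CG14418* had 6.52 ± 8.96 CPM, *CG14417* 0.670 ± 0.931 CPM and *CG14416* 0.213 ± 0.195 CPM in the *roX2* mutant, with no count in wildtype, the *roX1* mutant or the *roX1 roX2* mutant. Farther along the X chromosome, *v* (FBgn0003965), which is mutated in the strain that carries the new *roX2* allele, had 22.3 ± 4.05 CPM in wildtype, 0.282 ± 0.0254 CPM in the *roX2* mutant and 0.0994 ± 0.0183 CPM in the *roX1 roX2* mutant (SD, n = 3 each).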

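With the limit of 20 counts over all libraries and without the *white* region, but without the filter on the most variable genes, 2483, 2826, 2780, 3405, 105 and 2136 genes remained on chromosomes 2L, 2R, 3L, 3R, 4 and X. The 4 major autosome arms together held 11494 genes. The paper's further filter names the 1000 most variable genes without the measure of variability, and an approximation of it by the variance of log2 normalized counts left out 940 genes.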

In total, 2356, 2659, 2571, 3164, 105, 10750 and 2042 genes on chromosomes 2L, 2R, 3L, 3R, 4, all autosomes except chromosome 4, and X, respectively, were included. For each of these genes, the average differential expression between replicates was log2-transformed and mean-centred, by subtracting the mean log2 fold change in expression of genes on the major autosomes (2L, 2R, 3L, 3R) from the value for each individual gene (S2 Table). Thus, the observed differences are relative and based on the assumption that overall expression of the four major autosomal arms is constant under all relevant conditions.

### Distance to High Affinity Sites (HAS) and Pioneer on the X sites (PionX)

The coordinates of PionX sites used in the analysis have been previously published [81], and the HAS coordinates on the X-chromosome were extracted from available data [45, 51], compiled and kindly provided by Philip and Stenberg [74]. The HAS coordinates were converted from release 5 to release 6 of the *Drosophila* genome using the flybase.org online conversion tool. The distances to the closest PionX and HAS sites were calculated for each gene on the X-chromosome, then genes were ranked in order of increasing distances to these sites and split into 10 bins with equal numbers of genes (S2 Table).

### MSL1, MSL3 or MOF binding bins

Binding values of MSL1, MSL3 and MOF in S2 cells were calculated and kindly provided by Philip and Stenberg [74] using the E-MEXP-1508 chromatin immunoprecipitation dataset [46] (S2 Table). Only X chromosomal genes with binding values for all three proteins were included in the analysis (1640 genes). Genes were ranked by increasing binding value and split into five equal bins. Genes located within MSL1 binding sites in the *roX1 roX2* mutant were determined using previously obtained ChIP data [14]. The percentage overlap between genes and the previously defined top 1.5% of peaks was calculated using the annotate function of BEDTools. A gene was considered to be within a MSL1 binding peak if any of its transcripts had at least 1% overlap.

### Classification of genes into early or late replicating

Bed files with data on early and late replicating domains in S2, Kc167 and DmBG3 cell lines were kindly provided by David MacAlpine [58]. The coordinates were converted from *Drosophila* genome release 5 to release 6 using flybase.org’s online coordinate converter. The annotate tool from BEDTools [82] was used to calculate the overlap between genes and replication domains. Genes were classified as early or late replicating in a given cell line if the entire transcript was within an early or late replicating domain.

### Chromatin immunoprecipitation and quantitative polymerase chain reaction analyses

Two replicates of formaldehyde cross-linked chromatin from third instar larvae of each strain were prepared according to a previously published protocol [83], then subjected to immunoprecipitation analysis with polyclonal rabbit anti-MSL1 antibodies, rabbit anti-H4K16ac antibodies (Millipore) or rabbit serum (mock negative control). Quantitative PCR was performed using SybrFast qPCR Master Mix (Kapa Biosystems), PCR primers listed in S1 Table, and a CFX Connect Real Time System (Bio-Rad laboratories).

### Defining testis-biased upregulated genes

Since the distribution of expression ratios varied between mutants we defined upregulated genes as those with a log2 fold change above the third quartile of the autosomal set (combined set of autosomes excluding chromosome 4). This resulted in thresholds for transcription up-regulation of 0.2, 0.068 and 0.307 for *roX1*, *roX2* and *roX1 rox2* mutant, respectively. 

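The upper quartile of the expression ratio over the 11494 genes of the major autosome arms was 0.21 in the *roX1* mutant, 0.13 in the *roX2* mutant and 0.38 in the *roX1 roX2* mutant, and by construction 2874 of these genes lie above it in each mutant. Above it were 422 X genes in the *roX1* mutant, 503 in the *roX2* mutant and 178 in the *roX1 roX2* mutant. Single libraries moved the limit: it was 0.39 in the *roX2* mutant without replicate 3, and without wildtype replicate 1 it was 0.14, 0.04 and 0.28 in the *roX1*, *roX2* and *roX1 roX2* mutants.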

The expression in testis data were extracted from the FlyAtlas2 database [84] (S2 Table). Gene with testis-enrichment values above 4 were classified as testis-biased.

### Bioinformatics and visualization

All calculations were performed using R [85] and plots were generated using the ggplot2 R package [86].

## Supporting information

S1 Table PCR primers used in the study. (PDF) Click here for additional data file.

S2 Table Normalized RNA-seq dataset. (XLSX) Click here for additional data file.

S3 Table Pair-wise Pearson correlation coefficients between all RNA-seq samples. (XLSX) Click here for additional data file.

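Pearson correlations of normalized counts, recomputed across genes for the 78 pairs of libraries, differed from the values of S3 Table by 5e-06 at most. They ranged from 0.951 to 0.999, with a median of 0.995 over the 15 pairs within a genotype and 0.993 over the 63 pairs between genotypes. On the log2 CPM scale, where abundant genes weigh less, the range was 0.904 to 0.992 and the medians were 0.963 within and 0.965 between genotypes. The lowest correlation on this scale was that of *roX2* mutant replicate 3 with *roX1* mutant replicate 1.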

S1 Fig RNA *in situ* hybridization and immunostaining of male larval neuroblasts. **(A)** *roX1* RNA (yellow) and MLE protein (green) colocolize in mitotic and interphase nuclei. Arrows indicate the distal region of the X chromosome bound by both *roX1* and MLE. Examples of colocalization in X-territory of interphase nuclei are indicated by arrowheads. Five preparations were examined in total. **(B)** The binding of *roX1* RNA to the metaphase X chromosome is not redundant. In *roX1* mutant larval neuroblasts, the *roX2* RNA is observed in the X-territory of interphase nuclei (arrowheads), but not on the metaphase X chromosome. Ten preparations were examined in total.
(PDF) Click here for additional data file.

S2 Fig Breakpoint sequences of the CRISPR-Cas9 generated new *roX2* mutants alleles. Sequences on the left and right sides of the deletions are highlighted in yellow and blue, respectively. Deletion sizes are shown in brackets.
(PDF) Click here for additional data file.

S3 Fig Density plots of the average expression ratios for each chromosome arm. The average plot for 2L, 2R, 3L, 3R is denoted A. The vertical bar indicates 0.
(PDF) Click here for additional data file.

S4 Fig Scatterplot of expression ratios versus distance to **(A)** high-affinity sites and **(B)** PionX sites. Each dot represents a single gene on the X-chromosome. Lowess fitting curve is shown by dashed line.
(PDF) Click here for additional data file.

S5 Fig Average expression ratios of X chromosomal genes grouped in equal sized bins based on their binding strength (1 lowest to 5 highest). **(A-C)** show ratios based on MSL3-binding strength, **(D-F)** show ratios based on MOF-binding strength; **(A, D)** *roX1* –WT, **(B, E)** *roX2* –WT, **(C, F)** *roX1 roX2*—WT. The error bars represent 95% confidence intervals.
(PDF) Click here for additional data file.

S6 Fig Differential effect of *roX* mutations on early and late replicating genes. Average expression ratios of X chromosomal (X) and autosomal (A) genes grouped by their replication time in **(A-C)** Kc167 cultured cells and **(D-F)** DmBG3 cultured cells. The expression ratios are calculated from the RNA-seq analysis on first instar larvae. The error bars represent 95% confidence intervals.
(PDF) Click here for additional data file.

S7 Fig Upregulation of genes in the *roX2* mutant is not due to MSL complex re-distribution. ChIP-qPCR analysis of *roX2* mutant and wildtype 3^rd^ instar larvae, using antibody against **(A)** MSL1, **(B)** H4K16ac and **(C)** rabbit serum. Note the weak MSL1 and H4K16 signals from the weakly-expressed genes (*jb*, *whe*, *CG12679*, *CR32652*, *CG15306*, *TrxT*, *CG2574*, *CG11106*) in both fly strains in contrast to the strong signals from known MSL complex targets (*Gbeta13F*, *l(1)G0004*, *UbcE2H* and *roX1*). Genes *RpS3* and *Rpl32* are included as autosomal controls.
(PDF) Click here for additional data file.

## References

[1] MankJE. Sex chromosome dosage compensation: definitely not for everyone. Trends Genet. 2013;29: 677–683. 10.1016/j.tig.2013.07.005 23953923

[2] StenbergP, LarssonJ. Buffering and the evolution of chromosome-wide gene regulation. Chromosoma. 2011;120: 213–225. 10.1007/s00412-011-0319-8 21505791PMC3098985

[3] PrestelM, FellerC, BeckerPB. Dosage compensation and the global re-balancing of aneuploid genomes. Genome Biol. 2010;11: 216 10.1186/gb-2010-11-8-216 20804581PMC2945780

[4] DengX, HiattJB, NguyenDK, ErcanS, SturgillD, HillierLW, SchlesingerF, DavisCA, ReinkeVJ, GingerasTR, et al Evidence for compensatory upregulation of expressed X-linked genes in mammals, *Caenorhabditis elegans* and *Drosophila melanogaster*. Nat Genet. 2011;43: 1179–1185. 10.1038/ng.948 22019781PMC3576853

[5] PollexT, HeardE. Recent advances in X-chromosome inactivation research. Curr Opin Cell Biol. 2012;24: 825–832. 10.1016/j.ceb.2012.10.007 23142477

[6] LeeJT. Epigenetic regulation by long noncoding RNAs. *Science*. 2012, 338: 1435–1439. 10.1126/science.1231776 23239728

[7] BrockdorffN. Noncoding RNA and Polycomb recruitment. RNA. 2013;19: 429–442. 10.1261/rna.037598.112 23431328PMC3677253

[8] StenbergP, LundbergLE, JohanssonAM, RydénP, SvenssonMJ, LarssonJ. Buffering of segmental and chromosomal aneuploidies in *Drosophila melanogaster*. PLoS Genet. 2009;5: e100302.10.1371/journal.pgen.1000465PMC266876719412336

[9] ZhangY, MaloneJH, PowellSK, PeriwalV, SpanaE, MacAlpineDM, OliverB. Expression in aneuploid *Drosophila* S2 cells. PLoS Biol. 2010;8: e1000320 10.1371/journal.pbio.1000320 20186269PMC2826376

[10] LundbergLE, FigueiredoML, StenbergP, LarssonJ. Buffering and proteolysis are induced by segmental monosomy in *Drosophila melanogaster*. Nucleic Acids Res. 2012, 40: 5926–5937. 10.1093/nar/gks245 22434883PMC3401434

[11] GelbartME, KurodaMI. *Drosophila* dosage compensation: a complex voyage to the X chromosome. Development. 2009;136: 1399–1410. 10.1242/dev.029645 19363150PMC2674252

[12] ConradT, AkhtarA. Dosage compensation in *Drosophila melanogaster*: epigenetic fine-tuning of chromosome-wide transcription. Nat Rev Genet. 2011;13: 123–134. 10.1038/nrg3124 22251873

[13] IlikIA, QuinnJJ, GeorgievP, Tavares-CadeteF, MaticzkaD, ToscanoS, WanY, SpitaleRC, LuscombeN, BackofenR, et al Tandem stem-loops in roX RNAs act together to mediate X chromosome dosage compensation in *Drosophila*. Mol Cell. 2013;51: 156–173. 10.1016/j.molcel.2013.07.001 23870142PMC3804161

[14] FigueiredoML, KimM, PhilipP, AllgardssonA, StenbergP, LarssonJ. Non-coding *roX* RNAs prevent the binding of the MSL-complex to heterochromatic regions. PLoS Genet. 2014;10: e1004865 10.1371/journal.pgen.1004865 25501352PMC4263465

[15] FerrariF, AlekseyenkoAA, ParkPJ, KurodaMI. Transcriptional control of a whole chromosome: emerging models for dosage compensation. Nat Struct Mol Biol. 2014;21: 118–125. 10.1038/nsmb.2763 24500429PMC4342042

[16] FerrariF, JungYL, KharchenkoPV, PlachetkaA, AlekseyenkoAA, KurodaMI, ParkPJ. Comment on "*Drosophila* dosage compensation involves enhanced Pol II recruitment to male X-linked promoters". Science. 2013;340: 273 10.1126/science.1231815 23599463PMC3665607

[17] StraubT, BeckerPB. Comment on "*Drosophila* dosage compensation involves enhanced Pol II recruitment to male X-linked promoters". Science. 2013;340: 273 10.1126/science.1231895 23599464

[18] ConradT, CavalliFM, VaquerizasJM, LuscombeNM, AkhtarA. *Drosophila* dosage compensation involves enhanced Pol II recruitment to male X-linked promoters. Science. 2012;337: 742–746. 10.1126/science.1221428 22821985

[19] VaquerizasJM, CavalliFM, ConradT, AkhtarA, LuscombeNM. Response to Comments on "*Drosophila* dosage compensation involves enhanced Pol II recruitment to male X-linked promoters". Science. 2013;340: 273 10.1126/science.1232874 23599465

[20] LarschanE, BishopEP, KharchenkoPV, CoreLJ, LisJT, ParkPJ, KurodaMI. X chromosome dosage compensation via enhanced transcriptional elongation in *Drosophila*. Nature. 2011;471: 115–118. 10.1038/nature09757 21368835PMC3076316

[21] PrabhakaranM, KelleyRL. Mutations in the transcription elongation factor SPT5 disrupt a reporter for dosage compensation in *Drosophila*. PLoS Genet. 2012;8: e1003073 10.1371/journal.pgen.1003073 23209435PMC3510053

[22] SunL, FernandezHR, DonohueRC, LiJ, ChengJ, BirchlerJA. Male-specific lethal complex in *Drosophila* counteracts histone acetylation and does not mediate dosage compensation. Proc Natl Acad Sci U S A. 2013;110: E808–817. 10.1073/pnas.1222542110 23382189PMC3587201

[23] FrankeA, BakerBS. The *rox1* and *rox2* RNAs are essential components of the Compensasome, which mediates dosage compensation in *Drosophila*. Mol Cell. 1999;4: 117–122. 1044503310.1016/s1097-2765(00)80193-8

[24] ParkSW, KangYIe, SypulaJG, ChoiJ, OhH, ParkY. An evolutionarily conserved domain of *roX2* RNA is sufficient for induction of H4-Lys16 acetylation on the *Drosophila* X chromosome. Genetics. 2007;177: 1429–1437. 10.1534/genetics.107.071001 18039876PMC2147973

[25] ParkSW, KurodaMI, ParkY. Regulation of histone H4 Lys16 acetylation by predicted alternative secondary structures in *roX* noncoding RNAs. Mol Cell Biol. 2008;28: 4952–4962. 10.1128/MCB.00219-08 18541664PMC2519712

[26] KelleyRL, LeeOK, ShimYK. Transcription rate of noncoding *roX1* RNA controls local spreading of the *Drosophila* MSL chromatin remodeling complex. Mech Dev. 2008;125: 1009–1019. 10.1016/j.mod.2008.08.003 18793722PMC2659721

[27] MellerVH, WuKH, RomanG, KurodaMI, DavisRL. *roX1* RNA paints the X chromosome of male *Drosophila* and is regulated by the dosage compensation system. Cell. 1997;88: 445–457. 903833610.1016/s0092-8674(00)81885-1

[28] MellerVH, GordadzePR, ParkY, ChuX, StuckenholzC, KelleyRL, KurodaMI. Ordered assembly of *roX* RNAs into MSL complexes on the dosage-compensated X chromosome in *Drosophila*. Curr Biol. 2000;10: 136–143. 1067932310.1016/s0960-9822(00)00311-0

[29] DengX, RattnerBP, SouterS, MellerVH. The severity of *roX1* mutations is predicted by MSL localization on the X chromosome. Mech Dev. 2005;122: 1094–1105. 10.1016/j.mod.2005.06.004 16125915

[30] MellerVH, RattnerBP. The *roX* genes encode redundant male-specific lethal transcripts required for targeting of the MSL complex. EMBO J. 2002;21: 1084–1091. 10.1093/emboj/21.5.1084 11867536PMC125901

[31] MenonDU, MellerVH. Imprinting of the Y chromosome influences dosage compensation in *roX1 roX2 Drosophila melanogaster*. Genetics. 2009;183: 811–820. 10.1534/genetics.109.107219 19704014PMC2778978

[32] FigueiredoML, PhilipP, StenbergP, LarssonJ. HP1a recruitment to promoters is independent of H3K9 methylation in *Drosophila melanogaster*. PLoS Genet. 2012;8: e1003061 10.1371/journal.pgen.1003061 23166515PMC3499360

[33] OhH, ParkY, KurodaMI. Local spreading of MSL complexes from *roX* genes on the *Drosophila* X chromosome. Genes Dev. 2003;17: 1334–1339. 10.1101/gad.1082003 12782651PMC196065

[34] MenonDU, CoarfaC, XiaoW, GunaratnePH, MellerVH. siRNAs from an X-linked satellite repeat promote X-chromosome recognition in *Drosophila melanogaster*. Proc Natl Acad Sci U S A. 2014;111: 16460–16465. 10.1073/pnas.1410534111 25368194PMC4246271

[35] JoshiSS, MellerVH. Satellite repeats identify X chromatin for dosage compensation in *Drosophila melanogaster* males. Curr Biol. 2017;27: 1393–1402 e1392. 10.1016/j.cub.2017.03.078 28457869PMC5497753

[36] MenonDU, MellerVH. A role for siRNA in X-chromosome dosage compensation in *Drosophila melanogaster*. Genetics. 2012;191: 1023–1028. 10.1534/genetics.112.140236 22554892PMC3389965

[37] JohanssonAM, AllgardssonA, StenbergP, LarssonJ. *msl2* mRNA is bound by free nuclear MSL complex in *Drosophila melanogaster*. Nucleic Acids Res. 2011;39: 6428–6439. 10.1093/nar/gkr236 21551218PMC3159442

[38] StraubT, NeumannMF, PrestelM, KremmerE, KaetherC, HaassC, BeckerPB. Stable chromosomal association of MSL2 defines a dosage-compensated nuclear compartment. Chromosoma. 2005;114: 352–364. 10.1007/s00412-005-0020-x 16179989

[39] StrukovYG, SuralTH, KurodaMI, SedatJW. Evidence of activity-specific, radial organization of mitotic chromosomes in *Drosophila*. PLoS Biol. 2011;9: e1000574 10.1371/journal.pbio.1000574 21264350PMC3019107

[40] DengX, MellerVH. *roX* RNAs are required for increased expression of X-linked genes in *Drosophila melanogaster* males. Genetics. 2006;174: 1859–1866. 10.1534/genetics.106.064568 17028315PMC1698640

[41] VicosoB, BachtrogD. Reversal of an ancient sex chromosome to an autosome in *Drosophila*. Nature. 2013;499: 332–335. 10.1038/nature12235 23792562PMC4120283

[42] VicosoB, BachtrogD. Numerous transitions of sex chromosomes in Diptera. PLoS Biol. 2015;13: e1002078 10.1371/journal.pbio.1002078 25879221PMC4400102

[43] DengX, KoyaSK, KongY, MellerVH. Coordinated regulation of heterochromatic genes in *Drosophila melanogaster* males. Genetics. 2009;182: 481–491. 10.1534/genetics.109.102087 19307603PMC2691757

[44] HamadaFN, ParkPJ, GordadzePR, KurodaMI. Global regulation of X chromosomal genes by the MSL complex in *Drosophila melanogaster*. Genes Dev. 2005;19: 2289–2294. 10.1101/gad.1343705 16204180PMC1240037

[45] StraubT, GrimaudC, GilfillanGD, MitterwegerA, BeckerPB. The chromosomal high-affinity binding sites for the *Drosophila* dosage compensation complex. PLoS Genet. 2008;4: e1000302 10.1371/journal.pgen.1000302 19079572PMC2586088

[46] KindJ, VaquerizasJM, GebhardtP, GentzelM, LuscombeNM, BertoneP, AkhtarA. Genome-wide analysis reveals MOF as a key regulator of dosage compensation and gene expression in *Drosophila*. Cell. 2008;133: 813–828. 10.1016/j.cell.2008.04.036 18510926

[47] LymanLM, CoppsK, RastelliL, KelleyRL, KurodaMI. *Drosophila* male-specific lethal-2 protein: structure/function analysis and dependence on MSL-1 for chromosome association. Genetics. 1997;147: 1743–1753. 940983310.1093/genetics/147.4.1743PMC1208343

[48] GuW, SzauterP, LucchesiJC. Targeting of MOF, a putative histone acetyl transferase, to the X chromosome of *Drosophila melanogaster*. Dev Genet. 1998;22: 56–64. 10.1002/(SICI)1520-6408(1998)22:1<56::AID-DVG6>3.0.CO;2-6 9499580

[49] DemakovaOV, KotlikovaIV, GordadzePR, AlekseyenkoAA, KurodaMI, ZhimulevIF. The MSL complex levels are critical for its correct targeting to the chromosomes in *Drosophila melanogaster*. Chromosoma. 2003;112: 103–115. 10.1007/s00412-003-0249-1 14579126

[50] DahlsveenIK, GilfillanGD, ShelestVI, LammR, BeckerPB. Targeting determinants of dosage compensation in *Drosophila*. PLoS Genet. 2006;2: e5 10.1371/journal.pgen.0020005 16462942PMC1359073

[51] AlekseyenkoAA, PengS, LarschanE, GorchakovAA, LeeOK, KharchenkoP, McGrathSD, WangCI, MardisER, ParkPJ, KurodaMI. A sequence motif within chromatin entry sites directs MSL establishment on the *Drosophila* X chromosome. Cell. 2008;134: 599–609. 10.1016/j.cell.2008.06.033 18724933PMC2613042

[52] StraubT, ZabelA, GilfillanGD, FellerC, BeckerPB. Different chromatin interfaces of the *Drosophila* dosage compensation complex revealed by high-shear ChIP-seq. Genome Res. 2013;23: 473–485. 10.1101/gr.146407.112 23233545PMC3589536

[53] Rivera-MuliaJC, GilbertDM. Replication timing and transcriptional control: beyond cause and effect-part III. Curr Opin Cell Biol. 2016;40: 168–178. 10.1016/j.ceb.2016.03.022 27115331PMC4887323

[54] FraserHB. Cell-cycle regulated transcription associates with DNA replication timing in yeast and human. Genome Biol. 2013;14: R111 10.1186/gb-2013-14-10-r111 24098959PMC3983658

[55] HattonKS, DharV, BrownEH, IqbalMA, StuartS, DidamoVT, SchildkrautCL. Replication program of active and inactive multigene families in mammalian cells. Mol Cell Biol. 1988;8: 2149–2158. 338663410.1128/mcb.8.5.2149-2158.1988PMC363396

[56] SchubelerD, ScalzoD, KooperbergC, van SteenselB, DelrowJ, GroudineM. Genome-wide DNA replication profile for *Drosophila melanogaster*: a link between transcription and replication timing. Nat Genet. 2002;32: 438–442. 10.1038/ng1005 12355067

[57] StambrookPJ, FlickingerRA. Changes in chromosomal DNA replication patterns in developing frog embryos. J Exp Zool. 1970;174: 101–113. 10.1002/jez.1401740110 5444565

[58] LubelskyY, PrinzJA, DeNapoliL, LiY, BelskyJA, MacAlpineDM. DNA replication and transcription programs respond to the same chromatin cues. Genome Res. 2014;24: 1102–1114. 10.1101/gr.160010.113 24985913PMC4079966

[59] DimitrovaDS, GilbertDM. The spatial position and replication timing of chromosomal domains are both established in early G1 phase. Mol Cell. 1999;4: 983–993. 1063532310.1016/s1097-2765(00)80227-0

[60] QuinnJJ, ZhangQC, GeorgievP, IlikIA, AkhtarA, ChangHY. Rapid evolutionary turnover underlies conserved lncRNA-genome interactions. Genes Dev. 2016;30: 191–207. 10.1101/gad.272187.115 26773003PMC4719309

[61] NowakMA, BoerlijstMC, CookeJ, SmithJM. Evolution of genetic redundancy. Nature. 1997;388: 167–171. 10.1038/40618 9217155

[62] BeloteJM, LucchesiJC. Male-specific lethal mutations of *Drosophila melanogaster*. Genetics. 1980;96: 165–186. 678198510.1093/genetics/96.1.165PMC1214287

[63] HochmanB. The fourth chromosome of *Drosophila melanogaster* In AshburnerM, NovitskiE, editors. The Genetics and biology of *Drosophila*. Volume 1B Academic Press; 1976 pp. 903–928

[64] JohanssonAM, StenbergP, BernhardssonC, LarssonJ. Painting of fourth and chromosome-wide regulation of the 4th chromosome in *Drosophila melanogaster*. EMBO J. 2007;26: 2307–2316. 10.1038/sj.emboj.7601604 17318176PMC1864965

[65] JohanssonAM, StenbergP, PetterssonF, LarssonJ. POF and HP1 bind expressed exons, suggesting a balancing mechanism for gene regulation. PLoS Genet. 2007;3: e209 10.1371/journal.pgen.0030209 18020713PMC2077892

[66] JohanssonAM, StenbergP, AllgardssonA, LarssonJ. POF regulates the expression of genes on the fourth chromosome in *Drosophila melanogaster* by binding to nascent RNA. Mol Cell Biol. 2012;32: 2121–2134. 10.1128/MCB.06622-11 22473994PMC3372238

[67] ChenZX, OliverB. X chromosome and autosome dosage responses in *Drosophila melanogaster* heads. G3 (Bethesda). 2015;5: 1057–1063. 10.1534/g3.115.017632 25850426PMC4478536

[68] BachtrogD, TodaNR, LocktonS. Dosage compensation and demasculinization of X chromosomes in *Drosophila*. Curr Biol. 2010;20: 1476–1481. 10.1016/j.cub.2010.06.076 20705467PMC4511158

[69] LarssonJ, ChenJD, RashevaV, Rasmuson LestanderA, PirrottaV. Painting of fourth, a chromosome-specific protein in *Drosophila*. Proc Natl Acad Sci U S A. 2001;98: 6273–6278. 10.1073/pnas.111581298 11353870PMC33458

[70] LarssonJ, SvenssonMJ, StenbergP, MäkitaloM. Painting of fourth in genus *Drosophila* suggests autosome-specific gene regulation. Proc Natl Acad Sci U S A. 2004;101: 9728–9733. 10.1073/pnas.0400978101 15210994PMC470743

[71] KimM, Ekhteraei-TousiS, LewerentzJ, LarssonJ. The X-linked 1.688 satellite in *Drosophila melanogaster* promotes specific targeting by Painting of Fourth. Genetics. 2018;208: 623–632. 10.1534/genetics.117.300581 29242291PMC5788526

[72] GuptaV, ParisiM, SturgillD, NuttallR, DoctoleroM, DudkoOK, MalleyJD, EastmanPS, OliverB. Global analysis of X-chromosome dosage compensation. J Biol. 2006;5: 3 10.1186/jbiol30 16507155PMC1414069

[73] SturgillD, ZhangY, ParisiM, OliverB. Demasculinization of X chromosomes in the *Drosophila* genus. Nature. 2007;450: 238–241. 10.1038/nature06330 17994090PMC2386140

[74] PhilipP, StenbergP. Male X-linked genes in *Drosophila melanogaster* are compensated independently of the Male-Specific Lethal complex. Epigenetics Chromatin. 2013;6: 35 10.1186/1756-8935-6-35 24279328PMC4176495

[75] EllisonCE, BachtrogD. Dosage compensation via transposable element mediated rewiring of a regulatory network. Science. 2013;342: 846–850. 10.1126/science.1239552 24233721PMC4086361

[76] AlekseyenkoAA, EllisonCE, GorchakovAA, ZhouQ, KaiserVB, TodaN, WaltonZ, PengS, ParkPJ, BachtrogD, KurodaMI. Conservation and *de novo* acquisition of dosage compensation on newly evolved sex chromosomes in *Drosophila*. Genes Dev. 2013;27: 853–858. 10.1101/gad.215426.113 23630075PMC3650223

[77] DengX, MellerVH. Molecularly severe *roX1* mutations contribute to dosage compensation in *Drosophila*. Genesis. 2009;47: 49–54. 10.1002/dvg.20463 19101984PMC5029428

[78] KondoS, UedaR. Highly improved gene targeting by germline-specific Cas9 expression in *Drosophila*. Genetics. 2013;195: 715–721. 10.1534/genetics.113.156737 24002648PMC3813859

[79] LundbergLE, KimM, JohanssonAM, FaucillionML, JosupeitR, LarssonJ. Targeting of Painting of fourth to *roX1* and *roX2* proximal sites suggests evolutionary links between dosage compensation and the regulation of the fourth chromosome in *Drosophila melanogaster*. G3 (Bethesda). 2013;3: 1325–1334. 10.1534/g3.113.006866 23733888PMC3737172

[80] SullivanW, AshburnerM, HawleyRS. *Drosophila* protocols. Cold Spring Harbor, New York: Cold Spring Harbor Laboratory Press; 2000.

[81] VillaR, SchauerT, SmialowskiP, StraubT, BeckerPB. PionX sites mark the X chromosome for dosage compensation. Nature. 2016;537: 244–248. 10.1038/nature19338 27580037

[82] QuinlanAR, HallIM. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics. 2010;26: 841–842. 10.1093/bioinformatics/btq033 20110278PMC2832824

[83] KahnTG, DorafshanE, SchultheisD, ZareA, StenbergP, ReimI, PirrottaV, SchwartzYB. Interdependence of PRC1 and PRC2 for recruitment to Polycomb Response Elements. Nucleic Acids Res. 2016;44: 10132–10149. 10.1093/nar/gkw701 27557709PMC5137424

[84] LeaderDP, KrauseSA, PanditA, DaviesSA, DowJAT. FlyAtlas 2: a new version of the *Drosophila melanogaster* expression atlas with RNA-Seq, miRNA-Seq and sex-specific data. Nucleic Acids Res. 2018;46: D809–D815. 10.1093/nar/gkx976 29069479PMC5753349

[85] R: A language and environment for statistical computing. Available from: https://www.r-project.org/

[86] WickhamH. ggplot2: Elegant graphics for data analysis. New York: Springer-Verlag; 2009.

# Supplementary material for: RNA-on-X 1 and 2 in Drosophila melanogaster fulfill separate functions in dosage compensation
**Source:** PLoS Genet. 2018 Dec 10;14(12):e1007842. doi: 10.1371/journal.pgen.1007842
**Supplement:** S1 Table

**S1 Table. PCR primers**

| <b><i>Amplified DNA segment</i></b> | <b><i>Primer sequence</i></b> |
|-------------------------------------|-------------------------------|
| <i>jb</i>                           | gctggcaggaatggactcga          |
|                                     | gctcatttaggcgctcgtgc          |
| <i>whe</i>                          | catcgttgtgctcgccatgg          |
|                                     | gagccctgaagtgggtcccag         |
| <i>CG12679</i>                      | gctgatggacctcgctctgt          |
|                                     | ggcagccacaccgaagtaga          |
| <i>CR32652</i>                      | ttactggatcgcatcgctg           |
|                                     | gggaccggaagtgtgcagta          |
| <i>CG15306</i>                      | cgcttggtgaaggtgaagacg         |
|                                     | tcctggttagctttgcccgt          |
| <i>TrxT</i>                         | gcagcagtactcggaccgt           |
|                                     | gccgcccttgatgaacacaa          |
| <i>CG2574</i>                       | ccagtcacagtgcacgcgga          |
|                                     | gtgcaattcggtaggcgatt          |
| <i>CG11106</i>                      | tgtcctcaattccgggagcc          |
|                                     | ctccagatccaccgccgtag          |
| <i>Gbeta13F</i>                     | gtccatgccattccactgcg          |
|                                     | cacatggtgtcgaggccacc          |
| <i>I(1)G0004</i>                    | aacctaatcctcggctcgcc          |
|                                     | gctctcccaatcacatgcgc          |
| <i>UbcE2H</i>                       | aggtggccgactatgtgcag          |
|                                     | ccctggcctcatcctcactg          |

|                           |                         |
|---------------------------|-------------------------|
| <i>roX1_1</i>             | acgaggtatggcatttcct     |
|                           | tggccaccttatagagataaccc |
| <i>roX1_2</i>             | ctttgggattgctgcacgat    |
|                           | gacaagtggcagccctaag     |
| <i>RpS3</i>               | cattgagttgtacgccgaga    |
|                           | gaatggatcatcaggccatc    |
| <i>RpL32</i>              | cgatgttgggcatcagatac    |
|                           | cccaagatcgtgaagaagc     |
| <i>roX2</i> genomic locus | gccgctggaggcaaggatatgag |
|                           | cagaactctgttaatgcg      |

# Supplementary material for: RNA-on-X 1 and 2 in Drosophila melanogaster fulfill separate functions in dosage compensation
**Source:** PLoS Genet. 2018 Dec 10;14(12):e1007842. doi: 10.1371/journal.pgen.1007842
**Supplement:** S2 Fig — Sequences on the left and right sides of the deletions are highlighted in yellow and blue, respectively. Deletion sizes are shown in brackets.

4-2

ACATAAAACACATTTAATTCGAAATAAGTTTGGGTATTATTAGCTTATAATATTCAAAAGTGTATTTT  
 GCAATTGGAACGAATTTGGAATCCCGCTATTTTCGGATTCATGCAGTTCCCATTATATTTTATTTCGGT  
 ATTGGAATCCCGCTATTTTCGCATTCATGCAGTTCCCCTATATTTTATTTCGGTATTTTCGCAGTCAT  
 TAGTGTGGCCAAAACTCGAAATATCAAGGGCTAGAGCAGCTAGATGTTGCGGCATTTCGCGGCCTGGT  
 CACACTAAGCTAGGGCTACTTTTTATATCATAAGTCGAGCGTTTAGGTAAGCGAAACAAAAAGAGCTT  
 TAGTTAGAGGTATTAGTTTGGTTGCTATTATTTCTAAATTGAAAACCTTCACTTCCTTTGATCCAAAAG  
 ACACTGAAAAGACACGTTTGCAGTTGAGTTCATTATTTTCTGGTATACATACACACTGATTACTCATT  
 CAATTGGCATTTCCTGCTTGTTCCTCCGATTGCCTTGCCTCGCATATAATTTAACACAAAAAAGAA  
 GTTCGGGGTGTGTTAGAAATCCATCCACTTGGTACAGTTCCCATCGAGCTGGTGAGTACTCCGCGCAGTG  
 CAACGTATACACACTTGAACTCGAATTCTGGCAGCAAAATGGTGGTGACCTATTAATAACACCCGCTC  
 AATTTTC- [Δ876bp] -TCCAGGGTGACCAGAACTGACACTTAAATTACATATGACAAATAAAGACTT  
 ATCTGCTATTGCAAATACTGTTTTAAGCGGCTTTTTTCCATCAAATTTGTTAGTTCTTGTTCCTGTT  
 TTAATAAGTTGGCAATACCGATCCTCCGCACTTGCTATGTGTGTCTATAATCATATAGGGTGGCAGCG  
 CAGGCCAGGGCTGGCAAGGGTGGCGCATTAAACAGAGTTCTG

8-5

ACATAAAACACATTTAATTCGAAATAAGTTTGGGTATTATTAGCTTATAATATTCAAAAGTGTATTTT  
 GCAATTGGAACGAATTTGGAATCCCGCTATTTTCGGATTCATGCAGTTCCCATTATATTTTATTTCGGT  
 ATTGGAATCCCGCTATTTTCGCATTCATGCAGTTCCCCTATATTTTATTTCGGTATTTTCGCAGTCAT  
 TAGTGT- [Δ1416bp] -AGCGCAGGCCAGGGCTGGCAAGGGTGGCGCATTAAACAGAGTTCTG

9-4

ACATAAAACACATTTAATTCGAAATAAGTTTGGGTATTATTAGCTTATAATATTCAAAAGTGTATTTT  
 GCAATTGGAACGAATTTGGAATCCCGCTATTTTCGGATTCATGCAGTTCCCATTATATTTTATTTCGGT  
 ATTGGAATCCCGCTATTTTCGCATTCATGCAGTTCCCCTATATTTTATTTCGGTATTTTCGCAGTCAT  
 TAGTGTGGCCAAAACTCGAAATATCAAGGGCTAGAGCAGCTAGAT- [Δ1313bp] -TCCAGGGTGAC  
 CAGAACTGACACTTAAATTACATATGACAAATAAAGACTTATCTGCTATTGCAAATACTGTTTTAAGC  
 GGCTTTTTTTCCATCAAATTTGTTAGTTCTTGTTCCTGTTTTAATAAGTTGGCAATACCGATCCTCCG  
 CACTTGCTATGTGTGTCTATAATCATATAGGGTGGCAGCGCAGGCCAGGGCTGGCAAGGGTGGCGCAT  
 TAACAGAGTTCTG

15-6

ACATAAAACACA- [Δ1554bp] -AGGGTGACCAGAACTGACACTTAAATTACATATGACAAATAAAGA  
 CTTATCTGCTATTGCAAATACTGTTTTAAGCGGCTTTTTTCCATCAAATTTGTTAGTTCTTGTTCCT  
 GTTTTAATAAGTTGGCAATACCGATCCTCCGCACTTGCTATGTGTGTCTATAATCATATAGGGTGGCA  
 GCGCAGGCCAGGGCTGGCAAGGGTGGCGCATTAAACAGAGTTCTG

How the deposited data were processed for this re-analysis (not part of the article)

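Gene expression was measured by RNA-seq in 13 libraries, each from 20 first instar male larvae: wildtype (3 libraries), the *roX1* mutant (4), the *roX2* mutant (3) and the *roX1 roX2* mutant (3). Conditions and replicate numbers were taken from the sample labels and checked against the paper, whose methods give the same numbers of libraries. The legend of its Fig 2C instead gives 3 replicates for the *roX1* mutant and 4 for the *roX2* mutant, and the labels were followed.

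The files hold raw gene counts: the authors mapped the paired-end reads with STAR, counted them on annotated genes with htseq-count and deposited these counts without normalization or filtering. The counts were whole numbers. The summary lines of the counting program, for reads that lie outside genes, on several genes or at several places, held 10.3% to 23.8% of each library and were left out. Counts on genes ranged from 45620194 to 83954893 per library, with a median of 61966067. Mitochondrial large ribosomal RNA was the most abundant gene in each library. The paper states that the default settings of htseq-count were used and does not name the strand option.

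Gene symbols, positions and exon lengths came from the Ensembl annotation BDGP6.54, which has the same assembly release as the authors' annotation. Identifiers not found there (247) were kept in the normalization and in the tests of single genes and left out of the results by chromosome. A copy of S2 Table with 1999 X genes, against the paper's 2042, gave distances to high-affinity and PionX sites, binding values of MSL1, MSL3 and MOF and FlyAtlas2 testis enrichment. No test was run on sets of genes taken from it, and means with confidence intervals over genes and values per library are given in their place.

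Genes with at least 20 counts summed over the libraries (13975) were fitted with edgeR 4.0.16 in R 4.3.3, with TMM normalization, one quasi-likelihood model with the 4 genotypes as groups, and Benjamini-Hochberg adjustment within each comparison with wildtype at a threshold of 0.05. Log2 fold changes were centred on their mean over the genes of 2L, 2R, 3L and 3R. The genes *w*, *CG3588*, *CG14416*, *CG14417*, *CG14418* and *CG14419* were left out of the results by chromosome, as in the paper, but were kept in the counts of differentially expressed genes. Rank sums of the genes of the X chromosome and chromosome 4 against the major autosome arms were tested with 100000 permutations of genes, and the 6 p-values were adjusted together. Beside them, exact two-sided permutation tests over libraries used the mean log2 CPM (prior count of 2) of the same genes in each library, for which 3 libraries against 3 allow no p under 0.1 and 4 against 3 none under 0.0571. TPM values were computed from counts and the summed length of annotated exons. CPM of single genes are TMM-normalized, and CPM of marker lists, and of single genes where they are given as members of these lists, are counts scaled by the library's counts on genes.

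The sets of X genes were those of the paper: farther and nearer than 30 kb from a high-affinity site, 5 bins of binding, 12 bins of expression, 50 bins of position, and testis enrichment above 4. For each the difference between 2 sets is reported with the SD over libraries. The limit for upregulation was the 75% quantile of the major autosome genes. Single genes were named by a rule: each gene the paper names, and for each mutant the 2 largest rises and the 2 largest falls among genes with an adjusted p under 0.05, a mean of at least 50 counts in at least one of the genotypes compared, and mutant libraries all on one side of the wildtype libraries. Lists of marker genes of adult testis, the Y chromosome, male accessory gland, yolk and eggshell, adult eye, indirect flight muscle and larvae of the third instar were written before the counts were examined.

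The sides of the first principal component were taken from log2 CPM of major autosome genes. The 3 same-numbered pairs of wildtype and *roX1* mutant libraries deviated together from the means of their groups, with correlations across genes of 0.424 to 0.587, and these numbers are taken to pair the libraries, with a replicate block as an alternative. Neither the paper nor the labels say what a number marks, and libraries with different numbers on one side of the component were as close, with a correlation of up to 0.573. Before the data were examined, these alternatives were set: DESeq2 1.42.0 in place of edgeR, genes with a mean of at least 10 counts, no filter on low counts, an approximation of the paper's filter on variable genes, a block for the replicate number, a fit of only the genotypes compared, TMM over major autosome genes, medians over genes, means of log2 CPM, other limits and bins, and each library left out in turn. A few more were added after the data were seen and are named as such where they are given. Both programs were tested on simulated counts. Other calculations used python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The ChIP-qPCR, the immunostaining and the replication timing data of the paper were not among the files.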

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

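The tests of whole adult flies, of the loss of *roX2* RNA, of larvae of a later instar and of counting error, and the comparisons of depth and of genotype for one library, were chosen after the results they concern had been seen.

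One *roX2* mutant library holds transcripts of adult male reproductive tissues, a signal the paper does not report. In replicate 3 the 16 genes of adult testis and male germline differentiation found in the counts summed to 33.417 CPM (1768 counts), against 3.31 CPM at most in the 12 other libraries, and each of the 15 detected genes was highest there. The most abundant were *betaTub85D* (5.05 CPM, at most 1.68 CPM elsewhere), *Mst98Ca* (4.46, at most 0.0596) and *ocn* (3.93, at most 0.0731). The accessory gland and ejaculatory duct genes summed to 9.923 CPM against 1.06 CPM at most elsewhere, with each of the 10 detected genes highest in replicate 3. The Y-linked fertility genes summed to 0.605 CPM against 0.259, with 7 of 11 highest. In this library alone 112 genes had at least 20 counts with no more than 3 in any other library, 6 of them X-linked and 105 on the major autosome arms, and these took 0.00970% of its counts. Wildtype replicate 1 had 1 such gene and the other libraries none. Other libraries also hold some of these transcripts: *fzo* was at 1.72 CPM against 1.64 at most elsewhere. *TrxT* of the testis list is also among the genes the paper names.

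Tables argue against some sources of this signal. If loss of *roX2* RNA raised these transcripts, the other *roX2* mutant libraries would hold them too, but they had 1.28 and 1.52 CPM of the testis list (highest 1.5194), below the wildtype libraries at 2.13 to 2.30. If RNA from whole adult flies had entered the library, adult eye and flight muscle genes would be highest there as well, but 2 of the 12 genes of these lists were. *Act88F* of flight muscle was at 0.624 CPM against 0.736 in another library and *ninaE* of the eye at 0.435 against 1.75. The eye list summed to 72.2 CPM (at most 110 elsewhere), the flight muscle list, nearly all of it *Strn-Mlck*, to 579 (at most 438), the yolk and eggshell list to 2.67 (at most 3.35) and the list of the later larval instar to 1.74 (at most 8.15). A difference in depth does not single this library out, with 52906489 counts on genes against a median of 61966067. A mislabelled library is argued against by 2 counts of *roX2* and by *v*, at 0.282 ± 0.0254 CPM over the *roX2* mutant libraries (SD, n = 3).

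RNA from testis or another male reproductive tissue in that library stays open as a candidate source. Without replicate 3 the difference between testis-biased and other X genes in the *roX2* mutant was 0.108. Whether such RNA came from a larva, from another sample or from handling was not tested, nor was a biological difference between batches of larvae.

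*Sgs5*, a salivary glue gene, was detected in the *roX1 roX2* mutant at no less than 6.207 CPM (without TMM normalization) in each of 3 libraries, against 0.193 CPM at most in the 10 other libraries on the same scale, and the paper does not report it. Larvae of the third instar among the first instar larvae would bring the other genes of that list, but of the other 10 genes of the list 0 were higher in every *roX1 roX2* mutant library than in all other libraries. An effect of the loss of both *roX* RNAs and a variant of the strain on 3R stay open and were not tested.

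The level of *nod* in the *roX1* mutant has 1 library far from the others: 3.47 CPM in replicate 3 against 2.59, 2.72 and 2.69, a gap of 0.848 of the range where the critical value is 0.829. Of 35 groups of 4 libraries, 1 passed it, and chance gives 1.8. Another 12 groups, in which all libraries hold 3 counts or fewer, were taken out after their gaps had been seen, since such values have no order. Counting error may account for the gap: the 95% Poisson interval of replicate 3 starts at 2.955 CPM, below the upper bounds of 3.177 and 3.221 of replicates 2 and 4. No biological explanation was tested, since the 4 libraries share their genotype.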

How the results depend on the processing

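The mean expression ratio of the X chromosome in the *roX1* and *roX1 roX2* mutants kept its sign and its side of the threshold under each alternative tried, with ranges of -0.15 to -0.07 and -0.61 to -0.51. Among the alternatives for answers to a comparison, 289 left the value on its side of the threshold or within the spread, 70 moved it, 14 reversed its sign, 1 weakened and 1 strengthened a call. For values without a test, the spread was the median of the SDs over libraries of the 4 genotypes, chosen after seeing the data because *roX2* mutant replicate 3 inflates the SD of its genotype. Where no cause is given, the cause was not tested.

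DESeq2 in place of edgeR gave 979 (*roX1*), 245 (*roX2*) and 2215 (*roX1 roX2*) differentially expressed genes against 185, 49 and 1269. A fit of only the genotypes compared gave 84 (*roX1*) and 9 (*roX2*), and it has fewer libraries to estimate the spread from. A threshold of 0.01 gave 45, 25 and 326, by construction fewer. In the fits that each left out one library, the number ranged from 61 (without wildtype replicate 4) to 238 in the *roX1* mutant, from 23 (without wildtype replicate 4) to 59 in the *roX2* mutant and from 393 (without *roX1 roX2* mutant replicate 3) to 905 in the *roX1 roX2* mutant. Only replicates 3 and 4 of wildtype and the *roX1* mutant, chosen after seeing the data, gave 441.

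With a replicate block, the number of differentially expressed genes was 209 in the *roX1* mutant, whose numbers are taken to pair its libraries with those of wildtype, and for this mutant the block moved neither the ratios of the X chromosome and chromosome 4 nor a named gene across the threshold. The number was 32 in the *roX2* mutant and 818 in the *roX1 roX2* mutant, and the chromosome 4 ratio of the *roX1 roX2* mutant reversed to -0.026. In these mutants only 1 of 2 same-numbered pairs with wildtype deviated together by a correlation over 0.1 (-0.255 and 0.231 in the *roX2* mutant, -0.0433 and 0.203 in the *roX1 roX2* mutant), so that the numbers are not taken to pair their libraries. The block reversed the sign of *nod* (-0.005), *msl-1* (0.039) and *whe* (0.695) in the *roX1* mutant, *msl-2* (0.015) and *l(1)G0004* (-0.036) in the *roX2* mutant and *TrxT* (0.652) in the *roX1 roX2* mutant.

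The X chromosome ratio of the *roX2* mutant, -0.05, became 0.007 as the mean of log2 CPM and 0.0307 with DESeq2 without replicate 3 (chosen after seeing the data). Across the fits without one library it ranged from -0.0797 to 0.0371, the latter without *roX2* mutant replicate 3, and without replicate 2 its rank-sum p over genes was 0.0145, against 0.103 to 0.935 for the other fits with the same sign. The chromosome 4 ratio of the *roX2* mutant ranged from -0.2982 to -0.0293, and without replicate 4 it was -0.0401 with a rank-sum p over genes of 0.966, against 0.00122 to 0.0459 in the other fits without one library. That of the *roX1* mutant, -0.08, reversed with the variable-gene filter (0.0119), as a median (0.0078) and with only replicates 3 and 4 (0.0774, chosen after seeing the data). That of the *roX1 roX2* mutant, 0.08, reversed with the variable-gene filter (-0.0034) and ranged from -0.0535 (without wildtype replicate 1) to 0.1106.

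For *roX* RNA, CPM without gene length gave a *roX2* share of 2.108% in wildtype and a change of total *roX* RNA of -96.68% in the *roX1* mutant, since *roX1* is the longer gene. Chosen after seeing the data, the length of the longest transcript gave 358.6 TPM of *roX1* in wildtype. Leaving out mitochondrial genes, chosen likewise, gave *roX1* 398.8 in wildtype and 641.0 in the *roX2* mutant and *roX2* 34.5 in wildtype and 47.7 in the *roX1* mutant, since the remaining genes then take the whole.

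Among genes with a mean of at least 10 counts, the differences were smaller: 0.0172 (*roX2*) and 0.1611 (*roX1 roX2*) for distance to high-affinity sites, 0.146 (*roX2*) for MSL1 bins, and 0.4381 (*roX2*) and 0.1875 (*roX1 roX2*) for testis-biased genes, and that of the *roX1* mutant reversed to 0.0742. The bin of the *roX2* gene, with that gene, was at -0.0914 in the *roX2* mutant and the limit for upregulation at 0.1324 in the *roX1* mutant. *RpL32* reversed to 0.001 in the *roX1 roX2* mutant.

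Medians over genes gave, in the *roX2* mutant, 0.0239 for distance, 0.0644 for MSL1 bins, 0.4737 for expression bins and 0.4473 for testis-biased genes, 0.3565 for expression bins in the *roX1 roX2* mutant and -0.3121 for the proximal bins in the *roX1* mutant. DESeq2 without *roX2* mutant replicate 3, chosen after seeing the data, gave in this mutant -0.0607 for distance, -0.0626 for MSL1 bins, 0.0567 for expression bins and 0.1251 for testis-biased genes.

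Other limits and bins moved these: a limit of 10 kb 0.1671 and PionX sites 0.0857 for distance in the *roX1 roX2* mutant, bins by wildtype expression -0.0656 in the *roX1* mutant, a testis enrichment above 2 0.5711 and above 8 1.3735 in the *roX2* mutant and above 8 0.5303 in the *roX1 roX2* mutant, and 25 bins of position -0.1049 for the bin of *roX2* and -0.4316 for the proximal bins. Library correlations had a median of 0.964 on the log2 scale and 0.9677 as Spearman correlations.

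Across the fits without one library, the values in the *roX2* mutant ranged from -0.0683 to 0.262 for distance, -0.0822 to 0.4531 for MSL1 bins, 0.0173 to 0.846 for expression bins and 0.108 to 1.0747 for testis-biased genes, with the lowest each time without *roX2* mutant replicate 3. For the bin of *roX2* they ranged from -0.2438 to -0.0338, the latter without that replicate, and with the deleted *roX2* gene left out, chosen after seeing the data, the bin was at -0.0448, against -0.2148 with it. In the *roX1 roX2* mutant they ranged from 0.3526 to 0.6811 for expression bins and 0.219 to 0.436 for testis-biased genes, the lower values without its replicate 3. The limit for upregulation, whose fits without one library were chosen after seeing the data, ranged from 0.1365 to 0.2851 (*roX1*), 0.0383 to 0.3914 (*roX2*) and 0.2768 to 0.426 (*roX1 roX2*).

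For single genes named in the text or the paper, apart from 1 planned gene that was left out afterwards, 1167 alternative values kept direction and side of the threshold, 29 became weaker, 14 stronger and 60 reversed. DESeq2 reversed *msl-2* (0.01) in the *roX2* mutant and *whe* (0.134) in the *roX1* mutant, the variable-gene filter *VhaAC39-1* (-0.003) in the *roX2* mutant, and TMM over major autosome genes *nod* (-0.001) in the *roX1* mutant and *msl-2* (0.019) and *msl-3* (0.002) in the *roX2* mutant. Ranges of log2 fold changes over the fits without one library, are given here for genes whose sign reversed in at least one. For the *roX1* mutant: *nod* -0.083 to 0.121, *Lcp1* -1.252 to 1.602, *w* -0.066 to 0.533, *VhaAC39-1* -0.27 to 0.077, *msl-1* -0.122 to 0.136, *mle* -0.126 to 0.004, *mof* -0.044 to 0.121, *jb* -0.002 to 0.899, *whe* -1.803 to 1.76, *CR32652* -3.005 to 0.169, *CG2574* -1.785 to 1.713, *CG11106* -0.183 to 1.409, *Gbeta13F* -0.007 to 0.148, *RpS3* -0.094 to 0.015. For the *roX1 roX2* mutant: *CG14419* -0.491 to 3.253, *jb* -0.267 to 0.659, *TrxT* -1.01 to 0.174, *CG2574* -1.747 to 2.366, *CG11106* -0.842 to 1.11, *RpL32* -0.142 to 0.141. For the *roX2* mutant: *VhaAC39-1* -0.118 to 0.23, *y* -1.16 to 1.012, *msl-1* -0.267 to 0.049, *msl-2* -0.139 to 0.09, *msl-3* -0.094 to 0.045, *mle* -0.015 to 0.203, *CG11106* -0.55 to 4.664, *l(1)G0004* -0.045 to 0.181.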

Differences from the paper's values

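For the *roX1 roX2* mutant the paper states a shift of X gene expression of -0.56 on the log2 scale and a reduction of 33% in its results and of 35% in its discussion. The mean expression ratio here was -0.5359, a reduction of 31.03%. Of the alternatives set before the data were examined, the approximated variable-gene filter (-0.5626), the fit without wildtype replicate 1 (-0.5636) and the fit without *roX1 roX2* mutant replicate 2 (-0.5495) lay within the SD over libraries of the paper's ratio, and the filter (32.29%), the fit without wildtype replicate 1 (32.34%) and the replicate block did so for the 33%. For the 35% the median over genes did (34.43%), and no other of these alternatives. DESeq2 (-0.5338), the other filters on counts, the fit of only the genotypes compared, the mean of log2 CPM and the other fits without one library closed none of these gaps.

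The paper's limit for upregulation in the *roX1 roX2* mutant was 0.307 and the limit here was 0.3806. DESeq2 gave 0.3871 and genes with a mean of at least 10 counts 0.3966, neither of which closed the gap, and nor did the fits without one library, which were chosen after the values had been seen (0.2768 to 0.426).

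The TPM values of Fig 2C, read by eye, are about 590 for *roX1* in wildtype, about 920 for *roX1* in the *roX2* mutant, about 70 for *roX2* in wildtype and about 90 for *roX2* in the *roX1* mutant. Those computed here were 329.8, 498.2, 28.5 and 39.0. The alternatives set before the data were examined applied to the share and the changes of *roX* RNA, and none had been set for the TPM values themselves. With mitochondrial genes left out, a setting chosen after seeing the values, *roX1* came to 398.8 in wildtype and 641.0 in the *roX2* mutant, within 1.5 times of the figure, and *roX2* to 34.5 in wildtype and 47.7 in the *roX1* mutant, which are not. The longest transcript in place of all exons, and leaving out single libraries, both also chosen after seeing the values, did not close the gaps.

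Over the 1999 X genes of S2 Table at hand, the paper's log2 ratios have a mean of -0.0745 in the *roX2* mutant and -0.5635 in the *roX1 roX2* mutant, and those computed here -0.0125 and -0.4696. In the *roX2* mutant the setting with no filter on low counts (-0.0689) was within the SD over libraries, and in the *roX1 roX2* mutant the approximated variable-gene filter (-0.5463) and the replicate block were. DESeq2 (-0.0209 and -0.4673), genes with a mean of at least 10 counts and the fit of only the genotypes compared did not close either gap.

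The lowest depth the paper states is 29.3 M reads per sample, and the lowest sum of counts on genes was 45.62 M. None of the alternatives set before the data were examined applies to this value. Taken as read pairs, a unit considered after seeing the values, all counts with the summary lines divided by 2 ranged from 26.58 M to 54.32 M per library, against the paper's 29.3 M to 56.2 M, and which unit the paper uses is not settled.

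The paper names *CG11650* as the neighbour of *roX2*. In the annotation used here that name belongs to *Lcp1* on chromosome 2R, and the neighbour is *CG11695*, 258 bp away. Whether *roX1* RNA rises in the *roX2* mutant and *roX2* RNA in the *roX1* mutant, as the paper states, was not decided by the test across all genes (adjusted p = 0.613 and 0.444), although each mutant library lay above each wildtype library.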

Other observations

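The tests of the sides of the first principal component and of replicate 3 against the other libraries of its strain were chosen after the results had been seen.

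Other splits of the libraries were fitted in the same way. For the *roX1* mutant, 2 of the 35 splits of the 7 libraries gave as many genes with an adjusted p under 0.05 as the real one, which is among them. The other, with 1144 genes, sets wildtype replicate 1 and *roX1* mutant replicates 1 and 2 against the rest, which is the division by the first principal component and parts none of the 3 same-numbered pairs. Of the 8 splits that part all 3 pairs, as the real one does, only the real one gave as many genes, and the others gave 5 at most. For the *roX2* mutant and the *roX1 roX2* mutant, 1 of the 10 splits of 6 libraries did, the real one, and 10 splits cannot give a smaller share. What the component stands for cannot be told from the sample descriptions. Between the sides, a difference in the age of the larvae and one between batches were not tested.

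The lower expression of chromosome 4 in the *roX2* mutant was examined within the sides of this component. Among the libraries on the low side, the *roX2* mutant differed from wildtype by -0.069 (2 libraries of each), with SDs of 0.0388 (wildtype) and 0.0106 (*roX2* mutant) on that side, and within the high side by -0.0823 (1 library of each). Over all libraries, the high side (4 libraries) lay 0.19 below the low side (9 libraries; a difference of -0.19, exact permutation test, two-sided p = 0.0028). The split is thus argued against as the source of the difference, since each of the 2 genotypes has 1 library on the high side and 2 on the low side. Whether the *roX2* mutation lowers the expression of chromosome 4 stays open, as the exact permutation test within the sides cannot give a two-sided p under 0.167, the value found.

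The higher expression of testis-biased X genes in the *roX2* mutant was tested against 3 explanations. Noise of weakly expressed genes is argued against, for the difference over all libraries, by the X genes matched on expression, from which the testis-biased genes differed by 0.8323. Without replicate 3 the difference from the matched genes was 0.129, so that noise stays open for the part left without that library. RNA from testis in one library remains a candidate explanation: without replicate 3 the difference between testis-biased and other X genes fell to 0.108. The testis marker genes, nearly all autosomal, summed to 33.4 CPM in that library and to 3.31 CPM at most in the others. The *roX1 roX2* mutant libraries, at 2.45 to 3.31 CPM, also lay above the wildtype libraries, at 2.13 to 2.30 CPM. The genetic background of the *roX2* strain is argued against for the excess of replicate 3, at 1.0126, over the other libraries of the same strain, at 0.21 and 0.07. For the smaller part left without replicate 3, and for the *roX1 roX2* mutant, the background cannot be told apart from an effect of the mutation. Right of *v*, the *roX1 roX2* mutant chromosome descends from the *roX2* strain. The 139 testis-biased genes there had a mean ratio in that mutant 0.3643 above that of the other X genes. The 36 testis-biased genes left of *cho* lay 0.01 above it. In the *roX1* mutant, whose chromosome was not made from the *roX2* strain, these values were 0.04 right of *v* and -0.25 left of *cho*. In the *roX2* mutant they were 0.88 and 0.53. The left side was thus lower in each mutant, so that this contrast cannot separate background from mutation.

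The chromosome of the *roX1 roX2* mutant is recombinant between *cho* and *v*. Were shared background to make the ratios of the *roX2* and *roX1 roX2* mutants alike, they would correlate more right of *v* than left of *cho*. Spearman's rho across genes was 0.348 right of *v* and 0.325 left of *cho*, a difference of 0.0226 (permutation test over genes, two-sided p = 0.74). Simulated groups without any change, which share the wildtype libraries, gave correlations with means between 0.46 and 0.53, so that this test cannot separate background from the shared control.

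Of the X genes used for ChIP-qPCR, 8 were looked up in the counts. None had more than 9 counts in a wildtype library or an adjusted p under 0.05 in the *roX2* mutant, and for 6 of them most of the *roX2* mutant CPM lay in replicate 3. *TrxT*, for example, had 84 counts in replicate 3, against 2 and 6 in the other *roX2* mutant libraries. The exceptions were *jb*, with 48 counts in replicate 2 against 19 in replicate 3, and *whe*, with 61 in replicate 4 against 10 in replicate 3.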
